# R-loop Mapping and Characterization During Drosophila Embryogenesis Reveals Developmental Plasticity in R-loop Signatures

**DOI:** 10.1016/j.jmb.2022.167645

**Published:** 2022-05-21

**Authors:** Alexander Munden, Mary Lauren Benton, John A. Capra, Jared T. Nordman

**Keywords:** Chromatin, Epigenetics, RNA

## Abstract

R-loops are involved in transcriptional regulation, DNA and histone post-translational modifications, genome replication and genome stability. To what extent R-loop abundance and genome-wide localization is actively regulated during metazoan embryogenesis is unknown. Drosophila embryogenesis provides a powerful system to address these questions due to its well-characterized developmental program, the sudden onset of zygotic transcription and available genome-wide data sets. Here, we measure the overall abundance and genome localization of R-loops in early and late-stage embryos relative to Drosophila cultured cells. We demonstrate that absolute R-loop levels change during embryogenesis and that RNaseH1 catalytic activity is critical for embryonic development. R-loop mapping by strand-specific DRIP-seq reveals that R-loop localization is plastic across development, both in the genes which form R-loops and where they localize relative to gene bodies. Importantly, these changes are not driven by changes in the transcriptional program. Negative GC skew and absolute changes in AT skew are associated with R-loop formation in Drosophila. Furthermore, we demonstrate that while some chromatin binding proteins and histone modifications such as H3K27me3 are associated with R-loops throughout development, other chromatin factors associated with R-loops in a developmental specific manner. Our findings highlight the importance and developmental plasticity of R-loops during Drosophila embryogenesis.

## Introduction

R-loops are a three-stranded nucleic acid structure canonically formed when nascent RNA from transcription reanneals to the template DNA strand, resulting in a displaced single strand of DNA.^1^ R-loops were initially identified at the highly transcribed *18S* and *28S* sequences within the rDNA locus of *Drosophila melanogaster*.^2,3^ More recent studies have demonstrated that R-loops are critical for a diverse set of biological processes.^4,5^ In fact, genome-wide R-loop mapping studies have revealed that R-loops are abundant in eukaryotes and can occupy 10% or more of the genome.^6-17^ While R-loops were identified over 40 years ago, their physiological relevance remained elusive for many years.

R-loops are found in all domains of life and their formation is often conserved across cell types and even species.^18^ Deciphering the function of R-loops, however, has been challenging due to their diverse and sometimes contradictory roles in genome function. R-loops are essential for initiation of replication in plasmids and promote mitochondrial genome stability.^19,20^ In contrast, R-loops can block replication fork progression and promote genome instability in an orientation-specific manner.^21,22^ While potentially causing double-strand breaks at head-on replication-transcription conflicts, R-loops can promote recombination and double strand break repair.^23,24^ R-loops also have diverse roles in transcription and chromatin function. In mammalian cells, R-loops have been shown to regulate both histone and DNA methylation at promoter regions.^12,14^ While R-loops are often associated with histone modifications correlated with active transcription, recent work has shown that R-loops can help recruit the Polycomb complex to target loci to promote transcriptional silencing.^25,26^ Genome-wide R-loop mapping studies in yeast, plants and mammalian cultured cells have identified factors such as DNA sequence, DNA topology and histone modifications associated with R-loop formation.^14,27,28^ R-loop mapping studies in plants and mammalian cells have further revealed that R-loop formation can be dynamic as a function of development.^8,10,29^ The extent of R-loop plasticity in other metazoans has yet to be defined. Studying R-loops in the context of development could provide insight into the functional roles R-loops play in establishing developmental-specific changes in chromatin structure, function and transcriptional programs.

Drosophila provide a well-established developmental system to interrogate R-loop plasticity during development. At the earliest stages of Drosophila embryogenesis, rapid cell proliferation is driven by maternally stockpiled proteins and RNA.^30^ Approximately two hours after fertilization, zygotic genome activation is triggered and the transcription of over 3000 genes necessary for growth and differentiation are induced in a process known as the maternal-to-zygotic transition (MZT).^31,32^ Prior to the MZT, cells are largely undifferentiated and have abbreviated cell cycles.^33^ After the MZT, however, the cell cycle slows and cells become differentiated as morphogenesis proceeds.^34^ The changes in cell cycle programs, the onset of zygotic gene activation and cell differentiation during embryogenesis provide a unique system to interrogate whether R-loop formation or resolution impacts embryogenesis and the extent to which, if any, R-loop position and properties change as a function of development.

In this study, we measured R-loop abundance and position in Drosophila embryos and cultured cells. We show that absolute R-loop levels change during embryogenesis and resolution of R-loops is essential for embryogenesis. We mapped R-loops at near base-pair resolution in 2–3 hour embryos (immediately after the MZT), late-stage embryos (14–16 hours after fertilization) and cultured S2 cells, which are derived from late-stage embryos. We show that, while some sites of R-loop formation are constant during development, there is extensive R-loop plasticity during Drosophila development. Furthermore, we were able to demonstrate changes in the localization of R-loops across gene bodies and the role AT and GC skew play in Drosophila R-loop formation. By leveraging data available through modENCODE and other publicly available datasets, we were able to identify specific histone modifications and chromatin binding proteins associated with R-loop formation in Drosophila and the role active transcription has on R-loop formation. Importantly, developmental-specific R-loops are not driven by transcriptional changes, emphasizing the role that chromatin and R-loop binding proteins play in regulating R-loop formation. Our work establishes Drosophila as a powerful developmental model system to study R-loop biology.

## Results

### R-loop abundance is developmentally regulated and R-loop homeostasis is necessary for development

To determine if R-loop abundance and genomic location are regulated throughout development, we turned to the powerful Drosophila embryogenesis system. For our analysis, we chose embryos at two distinct time points: 2–3 hours after egg laying (AEL) and 14–16 hours AEL (Figure 1(A) ). The 2–3 hour time point corresponds with the onset of the maternal-to-zygotic transition (MZT) occurring during nuclear cleavage cycle 14.^35^ This time point represents the onset of zygotic transcription and allows us to draw upon the wealth of scientific literature that has previously been published, including time-matched modENCODE datasets. The wide-scale activation of zygotic transcription at this time point should provide the first opportunity for R-loop formation during development. To complement this developmental stage, we chose 14–16 hour AEL embryos to understand how R-loop formation might differ in differentiated cells with a more mature chromatin environment and a transcription program characterized by cell-type-specific maintenance.^36-38^ S2 cells, an established Drosophila cell culture line derived from late-stage embryos, were used to determine how R-loops might differ between embryos and cultured cells, where the majority of R-loop research has been conducted.^39^

To begin, we asked whether the absolute levels of R-loops are influenced by development. To this end, genomic DNA was extracted from each sample and spotted onto a nitrocellulose membrane and probed with the S9.6 antibody, which recognizes RNA:DNA hybrids.^40^ S2 cells and 2–3 h embryos showed similar amounts of S9.6 signal, while DNA from 14-16 h embryos showed a significant decrease in S9.6 signal (Figure 1(B)). To ensure that the S9.6 signal stems from R-loops, we pretreated control samples with RNase H1, which degrades the RNA moiety of a RNA:DNA hybrid. The S9.6 antibody has some specificity to double-stranded RNA and Drosophila embryos are known to contain dsRNA.^41^ In fact, in the RNase H1 treated control samples we initially detected some signal with the S9.6 antibody, which was completely eliminated by pretreatment with RNase III. Therefore, for all R-loop assays we pretreat our samples with RNase III to ensure S9.6 signal isn’t due to dsRNA.

Next, we asked whether perturbing R-loop homeostasis affects embryogenesis. *rnh1* mutants survive into larval development, which suggests that *rnh1* and R-loop processing may be dispensable during embryogenesis.^42^ More likely, however, *rnh1* mutant embryos survive from maternal stockpiles of RNase H1. To circumvent this, we generated flies that overexpress a GFP-tagged, nuclear localized version of Drosophila RNase H1 or a catalytically dead version of the same protein (RNase H1^CD^). To ensure that the RNase H1 proteins were maternally deposited and present at the earliest stages of embryogenesis, we used the pUASz expression system coupled with the maternal triple driver.^43,44^ After confirming that the GFP was observable by Western blot (Supplemental Figure 1(A)), we performed a hatch rate assay to determine if perturbing RNaseH1 catalytic activity affects embryogenesis. We observed a consistent but statistically insignificant hatching defect in the RNase H1 overexpression embryos (Figure 1(C)). The RNase H1^CD^ expressing embryos, however, had a ~25% failure to hatch rate, which was significantly different from the wild-type and the RNase H1 overexpression controls. To determine the effect overexpression of RNase H1 or RNase H1^CD^ constructs have on absolute R-loop levels, we measured bulk R loop levels from 2-6 h embryos expressing these constructs. While there wasn’t a significant reduction in R-loop levels upon RNaseH1 overexpression, R-loop levels increased upon overexpression of the RNaseH1^CD^ mutant, suggesting the catalytic dead mutant blocks the processing of R-loops even in the presence of endogenous RNaseH1 (Supplemental Figure 1 (B)). We cannot rule out the possibility that some RNase H1 catalytic activity remains in the RNase H1^CD^ overexpression strain from the endogenous RNase H1. We think it is likely, however, that the excess catalytically inactive protein outcompetes endogenous RNase H1 at sites of R-loop formation. Overall, we conclude that the absolute abundance of R-loops changes during development and that RNase H1 catalytic activity is likely important for R-loop resolution and embryonic development.

### R-loop position and properties are influenced during development

While the absolute abundance of R-loops changes during development, we wanted to determine how R-loop position throughout the genome changes during Drosophila development. Genome-wide R-loop mapping during Drosophila development would allow us to ask if R-loop formation is hardwired into the genome and driven only by cell-type-specific transcription, or, more interestingly, is R-loop formation plastic during development changing independent of sequence composition and transcription status. To address this question, we performed DNA:RNA immunoprecipitation on sonicated nucleic acids followed by strand-specific sequencing of the DNA strand (ssDRIP-seq) in S2 cells, 2–3 h and 14–16 h embryos (Figure 2(A)).^9^ 

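S2 cells, which the paper describes as derived from late-stage embryos, and embryos of 2–3 h and 14–16 h were profiled by ssDRIP-seq, which sequences the DNA strand recovered with an antibody against RNA:DNA hybrids. Each of the 3 sample types has 2 ssDRIP replicates, 2 input samples and 1 ssDRIP sample treated with RNase H1, an enzyme that removes the RNA of a hybrid. The authors trimmed the reads, aligned them to dm6 with bowtie2, separated the alignments by strand and called peaks with MACS2 on both replicates together. The Methods name the RNase H1-treated sample as the control, while the Results state that peaks were called against the input and against the RNase H1-treated control and that overlapping peaks were kept. The 3 deposited peak lists were analysed here. They give the chromosome, start, end, strand and length in bp of each peak, and no height, score or read count. The replicates are pooled in these lists, so no value computed from them has a replicate error, and the sequencing depth behind the peaks is unknown. The Methods state that peaks on both strands with a reciprocal overlap of 90% were removed, and the lists hold 0 peaks with such a partner.

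Positions refer to dm6, counted from 1. Genes and transcripts were taken from the RefSeq annotation of FlyBase release 6.54, which holds 17796 genes and 35280 transcripts on the chromosomes that carry peaks (2L, 2R, 3L, 3R, 4, X and Y). Each list was compared with 1000 random placements in which every peak kept its length and strand and could fall anywhere on these chromosomes outside unknown bases. The permutation tests are two-sided, and the smallest p that 1000 placements can give is 0.001. Lists of genes were compared with 10000 random lists of the same size and the same deciles of gene length. Peaks and genes are not replicates, so these tests set a list against chance and do not measure variation between cultures or collections of embryos. Shares are given with 95% Wilson confidence intervals, which cover counting error only.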

We initially tried DNA-RNA immunoprecipitation followed by cDNA conversion coupled to high-throughput sequencing (DRIPc-seq).^18^ When conducted in Drosophila, however, we found high levels of RNA contamination in the final sequencing results (data not shown). Even with the ssDRIP-seq method, it was necessary to pre-treat genomic DNA preps with RNase A and RNase III as Drosophila embryos are stockpiled with RNA.

ssDRIP-seq of embryos and S2 cells revealed strand-specific signal that was sensitive to RNase H1- pretreatment, and showed cell-typespecific R-loop formation (Figure 2(B and C)). 

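The region of Figure 2B lies on chromosome 3L. Best2 (Dmel_CG10173), on the reverse strand from 6245933 to 6256665, overlapped 1 reverse-strand peak in 2–3 h embryos, from 6253477 to 6253796. In 14–16 h embryos it overlapped 2 reverse-strand peaks, from 6253450 to 6253823 and from 6254322 to 6254725. No peak on either strand overlapped Best2 in S2 cells. Ldh (Dmel_CG10160), on the reverse strand from 6259105 to 6262694, overlapped a forward-strand peak in every list, which was 390 bp wide in S2 cells, 506 bp in 2–3 h embryos and 542 bp in 14–16 h embryos. On its own strand, Ldh overlapped 0 peaks in S2 cells, 1 in 2–3 h embryos and 2 in 14–16 h embryos. CG10163 (Dmel_CG10163) and lncRNA:CR44522 (Dmel_CR44522) overlapped no peak in any list.

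The region of Figure 2C lies on chromosome 2L. Df31 (Dmel_CG2207) runs on the reverse strand from 21626309 to 21629932, and lncRNA:CR44993 (Dmel_CR44993) on the forward strand from 21628462 to 21628976 lies within it. On the strand of Df31, a peak of 1511 bp was called in S2 cells and a peak of 1725 bp in 2–3 h embryos, while 14–16 h embryos had 2 peaks there, of 361 and 240 bp. The forward-strand peak at lncRNA:CR44993 was 1755 bp wide in S2 cells, 1364 bp in 2–3 h embryos and 514 bp in 14–16 h embryos. Each list held 1 peak on the strand of lncRNA:CR43148 (Dmel_CR43148), a gene from 21624679 to 21626190 on the forward strand. Ac3 (Dmel_CG1506), on the forward strand from 21632587 to 21647964, overlapped 2 peaks on its strand in S2 cells, 1 in 2–3 h embryos and 0 in 14–16 h embryos. The lists hold called peaks alone, so the loss of signal after RNase H1 treatment cannot be read from them.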

Providing validity to our data sets, biological replicates were highly correlated (Supplemental Figure 2(A)) and our ssDRIP data sets correlated with recently published ssDRIP-seq data sets in Drosophila S2 cells and embryos as expected based on the similar but different time points (Supplemental Figure 2(B)) (2–3 h and 14–16 h vs. 2–6 h and 10–14 h embryos) and known differences in R-loop mapping between different labs.^26,45^ Furthermore, our S2 data sets were highly correlated with two R-loop mapping studies performed in cultured cells, but not correlated with an R-loop data set generated for a spike-in control and not used in mapping studies (Supplemental Figure 2(C-D)).^13,46^ We validated several sites using DRIP-qPCR to confirm our sequencing results (Supplemental Figure 2(F-G)). 

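The primers of Supplemental Table 1 were matched exactly to the genome to place each DRIP-qPCR amplicon among the S2 peaks. Supplemental Figure 2F labels Act5C, Df31, Psq263, RpL18, Zld162 and Zld221 as positive sites, and not the chr2RHet and untranscribed amplicons. Peaks of S2 cells overlapped 2 of the 8 amplicons on either strand, both of them labelled positive. The Df31 amplicon, on chromosome 2L from 21628002 to 21628186 in an exon, lay in 2 S2 peaks, 1 on each strand. The Psq263 amplicon, on 2R from 10609681 to 10609762 in an intron of psq (Dmel_CG2368), lay in 1 forward-strand S2 peak. The nearest S2 peak was 115 bp from the Act5C amplicon (X, 5903522 to 5903682) and 9198 bp from the RpL18 amplicon (3L, 7240406 to 7240506). At the zld amplicons Zld162 (X, 19769866 to 19769968) and Zld221 (X, 19777365 to 19777482), the nearest S2 peaks were 3775 bp and 2879 bp away. The untranscribed amplicon (2R, 5810890 to 5811004) lay 1848 bp from an S2 peak. The chr2RHet primers matched at 3 places, and the match on 2L from 22359637 to 22359696 lay 239 bp from an S2 peak. When a peak within 500 bp was counted as well, 4 of the 8 amplicons were met. The Act5C amplicon, labelled positive, and the chr2RHet amplicon, not labelled positive, were added. The qPCR values themselves were not analysed here.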

Taken together, these data indicate that our ssDRIP signal reflects high quality and robust RNA:DNA hybrid mapping throughout the genome and that ssDRIP is a robust method to map sites of R-loop formation in Drosophila.

To map the precise location of R-loops throughout the genome and allow us to compare both quantitative and qualitative properties of R-loops, we used MACS to define R-loop peaks. Peaks were called separately against the input samples and RNase H1 treated controls, and only overlapping peaks were kept for analysis. Using this criterion, we identified 27,646, 22,581 and 29,801 peaks in S2 cells, 2–3 h and 14–16 h, respectively, which occupied between 8.3 and 12.5% of the genome. 

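The lists held 28464 peaks in S2 cells, 22581 in 2–3 h embryos and 28961 in 14–16 h embryos. With the strands counted separately, the peaks covered 14496810 bp in S2 cells, 10610688 bp in 2–3 h embryos and 12727638 bp in 14–16 h embryos. These lengths are 10.5%, 7.71% and 9.25% of the 137547960 bp of the chromosomes that carry peaks. The shares moved most when overlapping peaks on the 2 strands were merged, to 9.43% in S2 cells, 6.95% in 2–3 h embryos and 6.96% in 14–16 h embryos.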

The overlap of sense and antisense R-loops had similar ratios (Supplemental Figure 2(E)). 

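For these overlaps, peaks of the 3 lists that shared at least 1 bp on the same strand were joined into regions. A region was called sense where it overlapped a transcript on its own strand, and antisense where it overlapped a transcript on the other strand only. Of 20813 sense regions, 13.1% (95% interval 12.6 to 13.5) held peaks of all 3 sample types and 57.6% (56.9 to 58.3) held peaks of 1 sample type. Of 16097 antisense regions, 13.0% (12.5 to 13.5) held peaks of all 3 sample types and 61.6% (60.9 to 62.4) held peaks of 1 sample type. The intervals overlap for the share common to all sample types and not for the share in 1 sample type. Counting peaks from each sample type's own list moved the shares common to all 3 most, to 24.6% of sense peaks and 25.3% of antisense peaks.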

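The median peak width was 400 bp in S2 cells (quartiles 316 and 563 bp), 391 bp in 2–3 h embryos (306 and 527 bp) and 387 bp in 14–16 h embryos (289 and 497 bp). The mean widths were 509, 470 and 439 bp. Peaks wider than 1 kb made up 6.31% of the list in S2 cells, 4.29% in 2–3 h embryos and 2.90% in 14–16 h embryos. Peaks wider than 5 kb numbered 17, 5 and 1. The widest peak of S2 cells, 11996 bp on the forward strand of chromosome 2L from 5168300 to 5180295, and that of 2–3 h embryos, 7247 bp from 5168262 to 5175508, both lie in Msp300 (Dmel_CG42768). The widest peak of 14–16 h embryos covered 5318 bp on the reverse strand of X, from 23278010 to 23283327, at pre-rRNA:CR45856 (Dmel_CR45856).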

R-loop peak size was similar between sample types with a median of approximately 500 bp, but R-loops could occupy zones up to 10 kb in size (Figure 2(D) ). Out of the 51,916 total unique R-loop peaks identified between all samples, 12.9% were common to all sample types, 28.3% were present in at least two samples and 58.8% were specific to an individual sample (Figure 2(E)).

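Joining the peaks of all lists gave 51900 regions. All 3 sample types held a peak in 6736 regions, or 13.0% (95% interval 12.7 to 13.3). Peaks of exactly 2 sample types made up 13885 regions, or 26.8% (26.4 to 27.1), and 31279 regions, or 60.3% (59.8 to 60.7), held peaks of 1 sample type. Of the regions in 1 sample type, 14267 were of S2 cells, 3669 of 2–3 h embryos and 13343 of 14–16 h embryos. Of the regions in 2 sample types, 6619 were shared by the embryos of both ages, 5253 by S2 cells and 2–3 h embryos, and 2013 by S2 cells and 14–16 h embryos. The shares depend on how peaks are counted. Counted from each sample type's own list, 39.1% of the peaks were specific to 1 sample type, and with 50% reciprocal overlap 69.3% of the regions were.

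**Figure D1:**
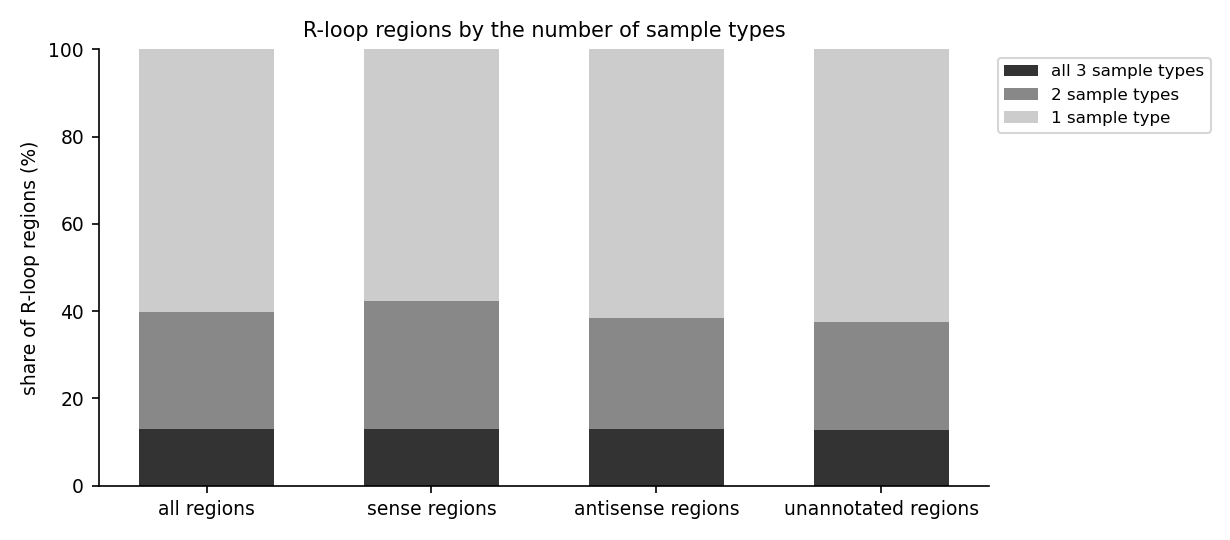
Share of R-loop regions, in percent, that held peaks of all 3, of 2 or of 1 sample type, for all regions and for sense, antisense and unannotated regions. The share common to all 3 sample types was 13.0% of all regions, 13.1% of sense regions, 13.0% of antisense regions and 12.8% of unannotated regions.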

Since ssDRIP allows for strand-specific annotation, we characterized R-loops relative to strand-specific genomic features. Relative to transcription units, 55–60% of R-loops occur in sense to transcription in S2 cells and 2–3 h embryos, whereas ~ 15% of R-loops are antisense (Figure 2(F)). 

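A peak was counted as sense where it overlapped a RefSeq transcript on its own strand by at least 1 bp, and otherwise as antisense where it overlapped a transcript on the other strand. Sense peaks made up 39.6% of the list in S2 cells (95% interval 39.0 to 40.1), 42.4% in 2–3 h embryos (41.7 to 43.0) and 40.4% in 14–16 h embryos (39.8 to 41.0). Antisense peaks made up 30.1% in S2 cells (29.6 to 30.6), 29.4% in 2–3 h embryos (28.8 to 30.0) and 32.4% in 14–16 h embryos (31.9 to 32.9). Random placements gave means of 38.5%, 38.4% and 38.2% for sense peaks, below the observed shares in all 3 lists (permutation test, p = 0.001 for each). For antisense peaks they gave 32.9% in each list, above the observed shares in S2 cells and 2–3 h embryos (permutation test, p = 0.001 for both). In 14–16 h embryos the antisense share lay at the threshold (permutation test, p = 0.049, and 0.0551 after Benjamini-Hochberg adjustment over the 9 tests of sense, antisense and unannotated peaks). The alternative that moved the shares most gave antisense precedence over sense, with 35.7% sense and 34.0% antisense peaks in S2 cells. Among peaks wider than the median width of their list, the sense share of S2 cells no longer differed from random placement (40.0% against 39.4%, permutation test, p = 0.113).

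**Figure D2:**
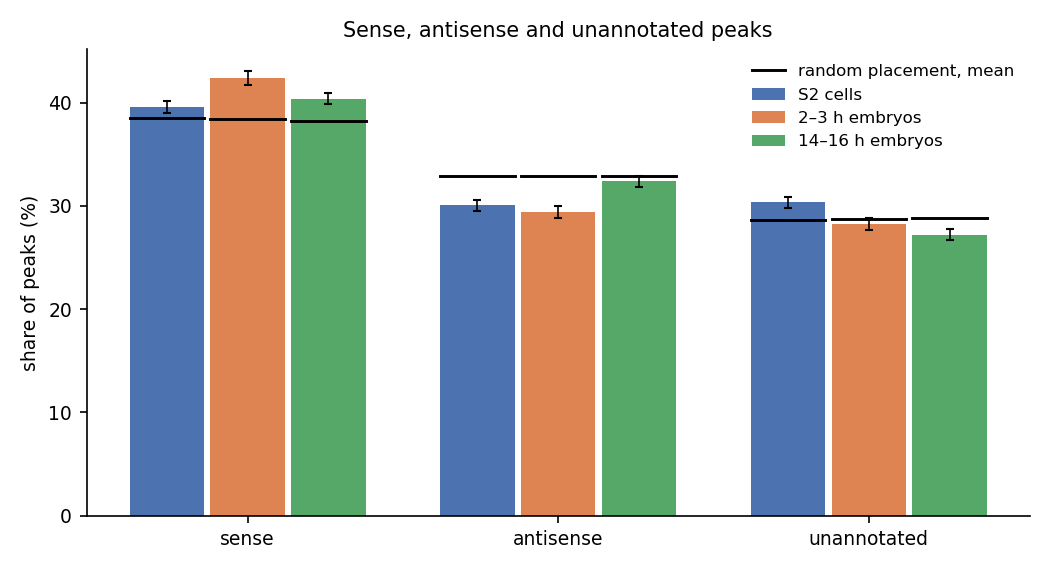
Share of the peaks of each list, in percent, that were sense, antisense or unannotated, with 95% Wilson intervals as error bars and the mean of 1000 random placements as black lines. Sense peaks lie above random placement in each list, by most in 2–3 h embryos (42.4% against 38.4%).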

In all samples, 25–30% of the R-loops form in unannotated regions of the genome. 

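Peaks that overlapped no transcript on either strand made up 30.4% of the list in S2 cells (95% interval 29.8 to 30.9), 28.2% in 2–3 h embryos (27.6 to 28.8) and 27.2% in 14–16 h embryos (26.7 to 27.7). Random placements gave means of 28.6%, 28.7% and 28.9%. The share in S2 cells lay above random placement and that in 14–16 h embryos below it (permutation test, p = 0.001 for both), and the share in 2–3 h embryos did not differ from it (permutation test, p = 0.103), but lay below the mean of 29.1% of random regions matched on GC content (permutation test, p = 0.002). With random placement within the same chromosome, the share in 14–16 h embryos no longer differed from the mean of 27.7% (permutation test, p = 0.0699). With the peak centre required inside the transcript, the share in S2 cells was 31.8% against 31.6% (permutation test, p = 0.335), and that in 2–3 h embryos was 29.9%, below 31.6% (permutation test, p = 0.001).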

Next, we used Pavis to annotate R-loop signal relative to genomic features.^47^ 

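Each peak was assigned to the annotation at its centre, with 5′ and 3′ UTRs taking precedence over other exons, exons over introns, and these over flanks of 5 kb. Peak centres in exons or introns made up 60.0% of the list in S2 cells (95% interval 59.4 to 60.6), 59.8% in 2–3 h embryos (59.1 to 60.4) and 59.3% in 14–16 h embryos (58.8 to 59.9). Random placements gave a mean of 59.6% for each list, and none of these shares differed from it (permutation test, p = 0.17, 0.677 and 0.38). The classes taken apart did differ. Exons other than UTRs held 13.3% of peak centres in S2 cells, 10.7% in 2–3 h embryos and 3.63% in 14–16 h embryos, against 17.3% of random placements in each list (permutation test, p = 0.001 for each). Introns held 46.7%, 49.0% and 55.7%, against 42.3% of random placements (permutation test, p = 0.001 for each). The alternative that moved these shares most counted transcripts on the strand of the peak alone. Under it exons held 10.2% of peak centres in S2 cells, above the 8.87% of random placements (permutation test, p = 0.001). Introns held 22.4% in S2 cells, which no longer differed from the 22.6% of random placements (permutation test, p = 0.336). The share in exons or introns then lay above random placement in S2 cells (32.6% against 31.5%) and 2–3 h embryos (33.2% against 31.5%, permutation test, p = 0.001 for both).

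**Figure D3:**
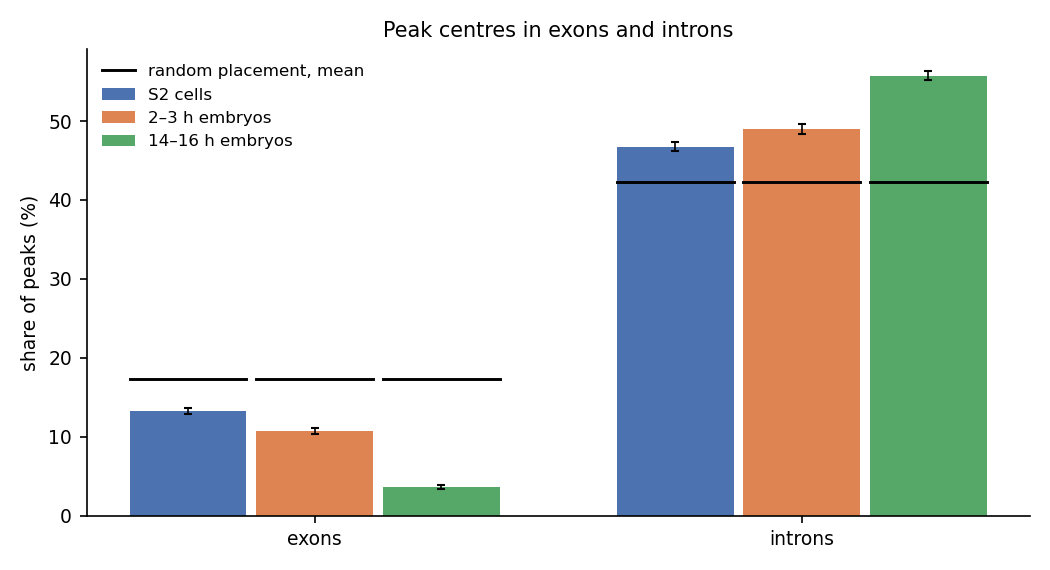
Share of peak centres in exons and in introns, in percent, with 95% Wilson intervals as error bars and the mean of 1000 random placements as black lines. The share in exons falls from 13.3% in S2 cells to 3.63% in 14–16 h embryos.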

In all samples, we found that ~50% of R-loops mapped to introns or exons (Figure 2(G)). This is expected given that a significant fraction of R-loops should be produced from coding regions. GO term analysis of R-loop forming genes revealed that R-loops preferentially form in genes associated with RNA Pol II-dependent transcription and sample-specific R-loops form in genes associated with sample-specific development (Supplemental Table 2). Taken together, these results demonstrate that R-loop signal across Drosophila development is dynamic.

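Peaks of 2–3 h embryos overlapped a peak of 14–16 h embryos by at least 1 bp on the same strand in 59.7% of cases (95% interval 59.1 to 60.3) and a peak of S2 cells in 53.9% (53.2 to 54.5). Peaks of S2 cells overlapped a peak of 14–16 h embryos in 30.6% (30.1 to 31.1). Random placements gave means of 9.46%, 10.0% and 9.80% (permutation test, p = 0.001 for each pair). With 50% reciprocal overlap, the alternative that moved these shares most, they were 49.2%, 42.6% and 21.0%, against 2.88%, 2.88% and 2.87% at random. Taking its mapping results as a whole, the paper concludes that R-loop signal changes in the course of development.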

### R-loop enrichment at transcription units changes during development

In mammals, R-loops are known to preferentially form at transcription start sites (TSS), gene bodies and transcription termination sites (TTS).^18,48^ To ask if this pattern of R-loop formation is similar in Drosophila, and whether it changes during development, we measured R-loop abundance across gene bodies in our developmental samples. We then generated metaplots using strand-specific data for all time points. S2 cells and 2–3 h embryos display a very similar pattern of R-loop formation, with a strong peak at the TSS and continued signal over the gene body (Figure 3(A)), which is similar to R-loop positions in other metazoans.^18^ 

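Peak coverage stood in for signal, since the lists hold no signal. For the longest transcript of each of the 7789 genes of at least 2 kb, the share of the gene covered by peaks was averaged over the zone within 500 bp of the TSS, the body, and the zone within 500 bp of the TTS. Sense peaks covered 3.13% of the 500 bp before the TSS and 6.36% of the 500 bp after it in S2 cells, and 2.40% and 5.64% in 2–3 h embryos. The highest coverage near either end of genes was 350 to 400 bp downstream of the TSS in both, with 7.28% in S2 cells and 6.51% in 2–3 h embryos. Over the gene body, sense peaks covered 4.98% in S2 cells and 3.67% in 2–3 h embryos. The zone around the TSS as a whole had 4.74% sense coverage in S2 cells, below the mean of 5.15% of random placements (permutation test, p = 0.014), and 4.02% in 2–3 h embryos, against 3.8% (permutation test, p = 0.129). Among peaks wider than the median width of their list, sense coverage of the TSS zone was 2.93% in S2 cells and 2.59% in 2–3 h embryos. Among the 668 genes with no other gene within 1 kb, sense coverage of the TSS zone was 6.49% in S2 cells and 5.59% in 2–3 h embryos, in both above random placement.

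**Figure D4:**
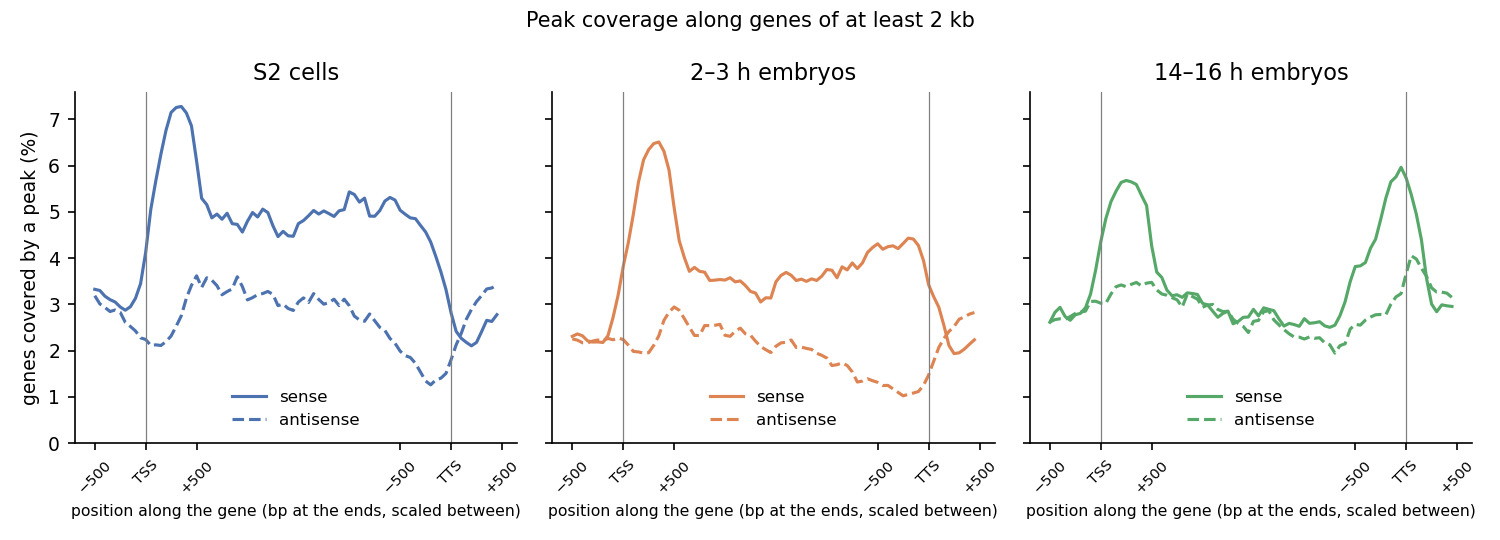
Share of genes of at least 2 kb covered by a sense (solid) or antisense (dashed) peak, in percent, in bins of 50 bp within 500 bp of the TSS and the TTS and in 40 bins over the body between. Sense coverage is highest after the TSS in S2 cells (7.28%) and 2–3 h embryos (6.51%), and just before the TTS in 14–16 h embryos (5.97%).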

In 2–3 h embryos and S2 cells, there was a greater signal for sense R-loop over the gene body, as would be expected given that the majority of R-loops are generated during transcription. 

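Antisense peaks covered 3.05% of the gene body in S2 cells and 2.12% in 2–3 h embryos. The ratio of sense to antisense coverage of the gene body was 1.63 in S2 cells (95% interval 1.54 to 1.73 from 1000 resamples of the genes, a comparison chosen after the lists had been examined) and 1.73 in 2–3 h embryos (1.63 to 1.85). Sense coverage of the body did not differ from that of random placements in either list (permutation test, p = 0.108 in S2 cells and 0.139 in 2–3 h embryos), while antisense coverage lay below the random means of 5.16% and 3.8% (permutation test, p = 0.001 for both). In S2 cells the result for sense coverage depended on the setting. With random placement within the same chromosome it lay below random, at 4.98% against 5.27% (permutation test, p = 0.02). Without peaks that overlap a peak on the other strand by 50% reciprocally, it lay above, at 4.61% against 4.36% (permutation test, p = 0.012). The latter setting was chosen after the lists had been examined.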

Antisense R-loop signal was prevalent at the TSS and close to the TTS in 2–3 h embryos (Figure 3(A)). 

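In 2–3 h embryos, antisense peaks covered 2.22% of the zone within 500 bp of the TSS and 1.76% of the zone within 500 bp of the TTS, both below the mean of 3.8% of random placements (permutation test, p = 0.001 for both). Among genes with no other gene within 1 kb, that of the TSS zone was 3.28% and no longer past the threshold (permutation test, p = 0.288). Antisense coverage was 2.22% before and 2.21% after the TSS. It rose from 1.16% in the 500 bp before the TTS to 2.35% in the 500 bp after it. The highest antisense coverage near either end was 2.83%, 450 to 500 bp downstream of the TSS.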

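Sense coverage in S2 cells fell from 4.44% in the 500 bp before the TTS to 2.44% in the 500 bp after it, with a lowest bin of 2.1%. In 2–3 h embryos it fell from 4.26% to 2.45%, with a lowest bin of 1.94%. The zone within 500 bp of the TTS as a whole had sense coverage of 3.44% in S2 cells and 3.35% in 2–3 h embryos, below the means of 5.15% and 3.8% of random placements (permutation test, p = 0.001 and 0.004). In 2–3 h embryos this direction depended on the genes. With all transcripts counted, sense coverage of the TTS zone was 4.87%, and among genes with no other gene within 1 kb it was 4.83%, in both above random placement.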

Interestingly, there is a depletion of R-loops immediately after the TTS in 2–3 h embryos and S2 cells (Figure 3(A)). The 14–16 h embryos, however, have a significantly different pattern altogether. In 14–16 h embryos, we observed the most abundant signal within and around the TSS and TTS regions with a relative reduced signal within the gene body (Figure 3(A)). 

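Sense peaks of 14–16 h embryos covered 2.93% of the 500 bp before the TSS, 5.29% of the 500 bp after it, 4.77% of the 500 bp before the TTS and 3.88% of the 500 bp after it, against 2.92% of the gene body. The bin with the highest sense coverage near either end, 5.97%, was the last 50 bp before the TTS. Sense coverage of the body lay below the 4.54% of random placements (permutation test, p = 0.001), as did that of the TSS zone, at 4.11% (permutation test, p = 0.004). Sense coverage of the TTS zone, 4.32%, did not differ from random placement (permutation test, p = 0.167). With zones of 250 bp in place of 500 bp, it was 5.15% and lay above random placement (permutation test, p = 0.003). With all transcripts counted, sense coverage was 5.11% at the TSS and 6.55% at the TTS, in both above random placement (permutation test, p = 0.001 for both).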

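A gene was counted as R-loop forming where a peak on its strand overlapped it by at least 1 bp. By this count 4790 of the 17796 genes were R-loop forming in S2 cells, 4168 in 2–3 h embryos and 3883 in 14–16 h embryos. Of the R-loop forming genes of 2–3 h embryos, 2742 (65.8%) were R-loop forming in 14–16 h embryos as well, against a mean of 1891 for random lists with the same gene lengths, and 3118 (74.8%) in S2 cells, against 1981. The lists of S2 cells and 14–16 h embryos shared 2335 genes, against 1967. Each shared number was higher than in all of the 10000 random lists. Without matching on gene length, the random means fell to 910, 1123 and 1045 genes.

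**Figure D5:**
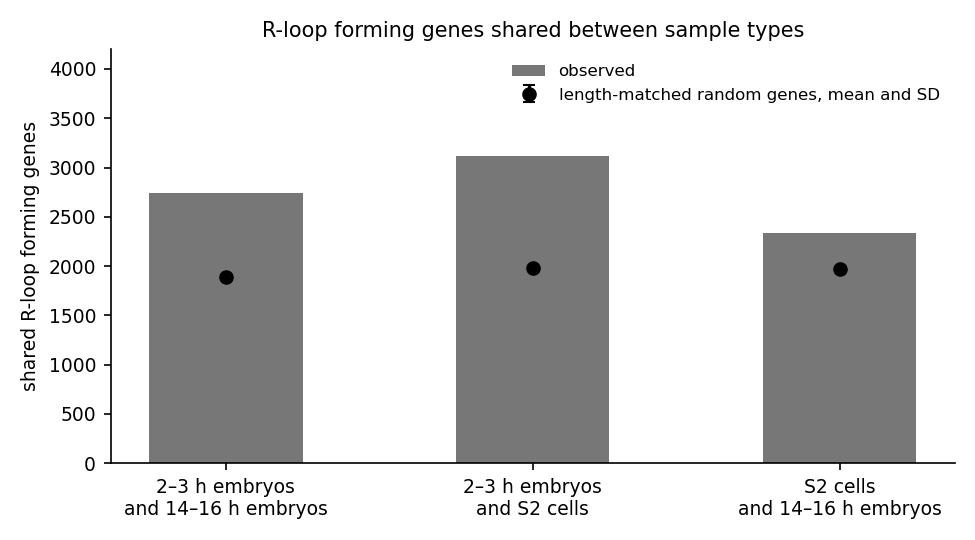
Number of R-loop forming genes shared by each pair of sample types (bars), with the mean and SD of 10000 random gene lists of the same size and gene lengths (points). The 2–3 h embryos share 2742 genes with 14–16 h embryos and 3118 with S2 cells.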

The enrichment of R-loops at the TTS in 14–16 h embryos was not driven by differences in R-loop forming genes between the samples as R-loop forming genes are similar between 2–3 h and 14–16 h embryos (Supplemental Figure 3(B)). In the 14–16 h embryos, however, both sense and antisense R-loops have similar levels throughout the transcription unit (Figure 3(A)). 

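Antisense peaks of 14–16 h embryos covered 3.06% of the TSS zone, 2.68% of the gene body and 3.18% of the TTS zone. Sense coverage exceeded antisense coverage of the gene body by a ratio of 1.09 (95% interval 1.05 to 1.13 from 1000 resamples of the genes), which lies below the intervals in S2 cells and 2–3 h embryos. Antisense coverage lay below the 4.54% of random placements in each zone (permutation test, p = 0.001 for each). Among genes with no other gene within 1 kb, antisense coverage of the TSS and TTS zones was no longer past the threshold. Of the peaks of 14–16 h embryos, 44.5% (95% interval 44.0 to 45.1) overlapped a peak on the other strand by 50% reciprocally. Without these peaks, a setting chosen after the lists had been examined, the ratio over the gene body was 1.16 (1.09 to 1.24).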

Taken together, we conclude that R-loop enrichment at transcription units is not hardwired into the genome, but can be dynamic as a function of development.

Given that the absolute levels and relative position of R-loops can change between developmental states in Drosophila, we wanted to assess the contribution DNA sequence composition has on R-loop formation in Drosophila. Unlike in mouse and human cells, Drosophila lack high GC content at the TSS. 

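In the genes of at least 2 kb, GC content averaged 42.1% within 500 bp of the TSS, 45.8% over the gene body and 39.6% within 500 bp of the TTS, in the genome sequence of dm6. In genes that were R-loop forming in at least 1 sample type, it averaged 42.0%, 44.7% and 38.7% in these zones. In the other genes it averaged 42.2%, 47.3% and 41.0%. The mean of the TSS zone hides a crossing. In the 50 bp before and the 50 bp after the TSS, R-loop forming genes had 46.6% and 46.3%, against 43.4% in both bins of the other genes. From 450 to 500 bp downstream of the TSS they had 44.8%, against 47.4% in the other genes.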

In fact, GC content decreases relative to the gene body in Drosophila (Figure 3(B)). We asked if R-loop forming genes differ in their GC content relative to genes that lack R-loops. 

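Over whole genes, GC content averaged 44.8% ± 0.0583 (SEM, 6686 genes) where a peak of any sample type lay on the strand of the gene, and 46.2% ± 0.0546 (SEM, 11110 genes) where none did. R-loop forming genes were longer, with a median of 4122 bp against 1240 bp. Random lists with the same gene lengths had the same mean of 44.8% as the R-loop forming genes, which lay at percentile 57.1 of 10000 such lists. Without matching on gene length, the random mean was 45.7%, above that of the R-loop forming genes. By sample type, R-loop forming genes averaged 44.8% in S2 cells (percentile 99.8 of length-matched lists), 44.6% in 2–3 h embryos (percentile 99.9) and 43.6% in 14–16 h embryos, below all of the random lists.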

We found that genes with and without R-loops have a near-identical GC content along the gene body (Figure 3(B) ). While overall GC content is not different in R-loop positive or negative genes, GC and AT skew has been shown to be a contributing factor to R-loop formation.^14^ To test if GC or AT skew is associated with R-loop formation in Drosophila, we measured the AT/GC skew directly over all identified R-loops. This analysis revealed a striking transition from positive to negative AT skew at the center of our combined R-loop signal. This is mirrored by a less dramatic transition from negative to positive GC skew centered at the combined R-loop signal (Figure 3(C)). 

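AT skew was computed in windows of 50 bp on the forward strand as the difference of A and T over their sum, and averaged over the 200 bp on each side of the centre of a region. Over the 51900 regions it was 0.0259 before the centre and −0.0221 after it. A step is the value before the centre minus the value after it, so a positive step is a fall and a negative step a rise. The AT skew step was 0.0481, where random placements had an SD of 0.000932 around a mean near 0 (permutation test, p = 0.001). The regions on the forward strand had a step of 0.0477 and those on the reverse strand a step of 0.0484. The sample types differed. The step was 0.106 in 14–16 h embryos and 0.0389 in 2–3 h embryos (permutation test, p = 0.001 for both). In S2 cells it was 0.00226 and did not differ from random placements (permutation test, p = 0.0749), and it lost this direction with 100 bp on each side, at −0.00101. With all bases of each side pooled it was 0.00298 and past the threshold (permutation test, p = 0.02).

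**Figure D6:**
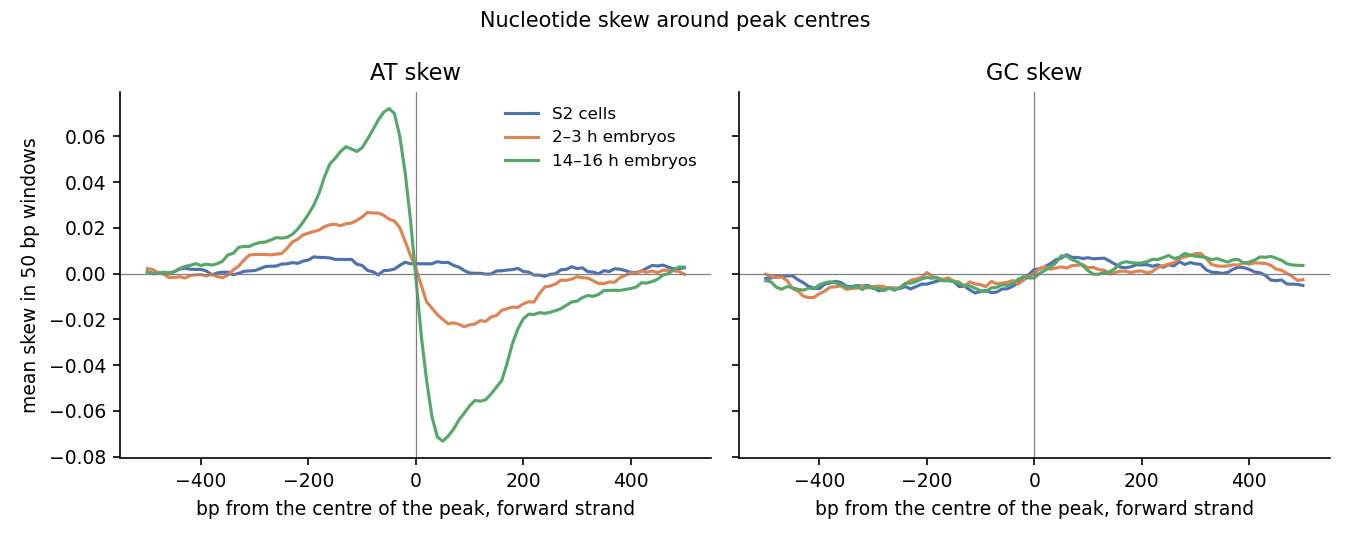
Mean AT skew and GC skew in windows of 50 bp on the forward strand, up to 500 bp from the centre of the peaks of each sample type. AT skew passes from positive to negative at the centre in both embryo lists, with a step of 0.106 in 14–16 h embryos and 0.0389 in 2–3 h embryos, and stays near 0 in S2 cells.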

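GC skew, the difference of G and C over their sum in the same windows, was −0.00462 before the centre of the combined regions and 0.0042 after it, a step of −0.00882 (permutation test, p = 0.001). The step was −0.0101 in S2 cells, −0.00613 in 2–3 h embryos and −0.00717 in 14–16 h embryos (permutation test, p = 0.001 for each). Without the peaks of 14–16 h embryos that overlap a peak on the other strand by 50% reciprocally, a setting chosen after the lists had been examined, the step there was −0.00237 and no longer differed from random placements (permutation test, p = 0.145).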

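Peaks that overlapped no peak of the other lists on the same strand were taken as specific to their sample type. Their AT skew step was −0.00267 in S2 cells (permutation test, p = 0.121), 0.0135 in 2–3 h embryos and 0.121 in 14–16 h embryos (permutation test, p = 0.001 for both). In 2–3 h embryos the step changed its direction, to −0.0121, among peaks wider than the median width of their list. The GC skew step of specific peaks was −0.0142 in S2 cells, −0.00997 in 2–3 h embryos and −0.00712 in 14–16 h embryos (permutation test, p = 0.001 for each).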

Interestingly, developmental-specific R-loops had AT/GC skew profiles that were distinct from all R-loops combined (Figure 3(C), Supplemental Figure 3(A)).

We also calculated GC and AT skew for R-loop forming and deficient genes in all samples. Stronger negative GC skew at the TSS was observed in R-loop forming genes relative to genes that fail to form R-loops (Figure 3(D)). Specifically, AT skew at the TSS transitioned from positive skew in R-loop deficient genes to negatively skew in R-loop forming genes. 

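From the TSS to 500 bp downstream, GC skew on the forward strand averaged −0.0015 ± 0.00116 (SEM, 6686 genes) in genes that were R-loop forming in at least 1 sample type. In genes without R-loops it averaged −0.00101 ± 0.000811 (SEM, 11110 genes). The R-loop forming genes lay at percentile 74.6 of 10000 random lists with the same gene lengths, whose mean was −0.00197. Genes of both strands enter this mean and can cancel, so the percentile cannot tell whether skew along the gene differs. The alternative that moved this value most read skew along the strand of each gene. The mean of R-loop forming genes was then 0.0219, against −0.00192 in genes without R-loops. It lay above the random mean of 0.0151 (permutation of gene lists, p = 9.999e-05).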

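AT skew over the same 500 bp averaged 0.0026 ± 0.00189 (SEM) in R-loop forming genes and 0.00143 ± 0.00111 (SEM) in genes without R-loops. The R-loop forming genes lay at percentile 88.7 of random lists with the same gene lengths, whose mean was 0.00128. The same cancellation between strands limits this percentile. Read along the strand of each gene, the mean was 0.0809 in R-loop forming genes and 0.0402 in genes without R-loops. The value of R-loop forming genes lay above the random mean of 0.0582 (permutation of gene lists, p = 9.999e-05). On the forward strand, among protein-coding genes alone, the mean of R-loop forming genes was 0.00027, below the random mean of 0.000498.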

At the TTS, there is a strong positive AT skew around the TTS in both R-loop positive and negative genes (Figure 3(D)). 

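Within 500 bp of the TTS, AT skew on the forward strand averaged 0.00349 ± 0.00111 (SEM) in R-loop forming genes and −0.000276 ± 0.000719 (SEM) in genes without R-loops. The mean of R-loop forming genes was higher than in all of the 10000 random lists with the same gene lengths. Read along the strand of the gene, AT skew was 0.0357 in R-loop forming genes and 0.00669 in the others, where the random lists had a mean of 0.0233. On the forward strand, GC skew there averaged 0.000265 ± 0.000853 (SEM) in R-loop forming genes and 0.000628 ± 0.000604 (SEM) in the others, and the R-loop forming genes lay at percentile 96.5 of the random lists. Genes of both strands can cancel in this mean as well. Along the strand of the gene, GC skew was −0.00121 in R-loop forming genes and −0.00287 in the others. The value of R-loop forming genes lay above the random mean of −0.00357 (permutation of gene lists, p = 9.999e-05).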

Negative GC skew is stronger at the TSS in R-loop forming genes. This analysis reveals a correlation between altered AT skew and negative GC skew in R-loop forming genes, suggesting that AT/GC skew could contribute to R-loop formation in Drosophila. Due to the strong presence of R-loops at promoters and TSS in this and other R-loop mapping studies, we examined the AT and GC skew specifically at the promoter or TSS regions to determine if they were driving the overall skew. AT and GC skew was calculated for R-loops at promoter and TSS regions versus every other R-loop peak for each cell type (Supplemental Figure 3(B)). AT and GC skew at promoter and TSS regions was similar to overall skew, though this varied in S2 cells. Together, we conclude that while AT and GC skew could facilitate R-loop formation, developmental-specific R-loop formation is not likely driven by changes in AT or GC skew. This suggests that transcription, chromatin environment or other factors could contribute to cell type specific R-loop formation.

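Peaks with their centre within 500 bp of a TSS were taken as promoter and TSS peaks. Their AT skew step was −0.0006 in S2 cells (permutation test, p = 0.9), 0.025 in 2–3 h embryos and 0.0953 in 14–16 h embryos (permutation test, p = 0.001 for both). The other peaks had AT skew steps of 0.00252 (permutation test, p = 0.0529), 0.0402 and 0.107 (permutation test, p = 0.001 for both embryo lists). The GC skew step of promoter and TSS peaks was −0.00219 in S2 cells and −0.00703 in 2–3 h embryos, neither beyond random placements (permutation test, p = 0.601 and 0.131), and −0.0128 in 14–16 h embryos (permutation test, p = 0.001). In the other peaks it was −0.0108, −0.00605 and −0.00666 (permutation test, p = 0.001 for each). Among peaks of 2–3 h embryos wider than the median width of their list, the AT skew step of promoter and TSS peaks was −0.00321. It no longer differed from random placements (permutation test, p = 0.619).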

To test whether any specific DNA sequence motifs are associated with R-loop formation, we searched for motifs enriched in the set of all Drosophila R-loops. 

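Tracts were defined by sequence on either strand, since the matrices of the motif search were not used: a window of 12 nt with at least 11 A, or a window of 12 purines with at least 4 G. A polyadenine tract lay in 50.8% of the 51900 regions (95% interval 50.4 to 51.2), against 15.1% of random placements. A polypurine tract lay in 42.0% (41.6 to 42.4), against 22.7% (permutation test, p = 0.001 for both). Polyadenine tracts lay in 33.6% of the peaks of S2 cells, 58.4% of those of 2–3 h embryos and 76.9% of those of 14–16 h embryos, against 15.0%, 14.1% and 13.4% of random placements. Polypurine tracts showed the opposite order, in 53.2%, 41.6% and 28.1% of peaks, against 22.5%, 21.3% and 20.2% (permutation test, p = 0.001 for each list and tract). The longer tracts of 12 A, or of 15 purines with 5 G, moved these shares most, to 28.0% and 19.6% of all regions, against 5.76% and 8.02% of random placements.

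**Figure D7:**
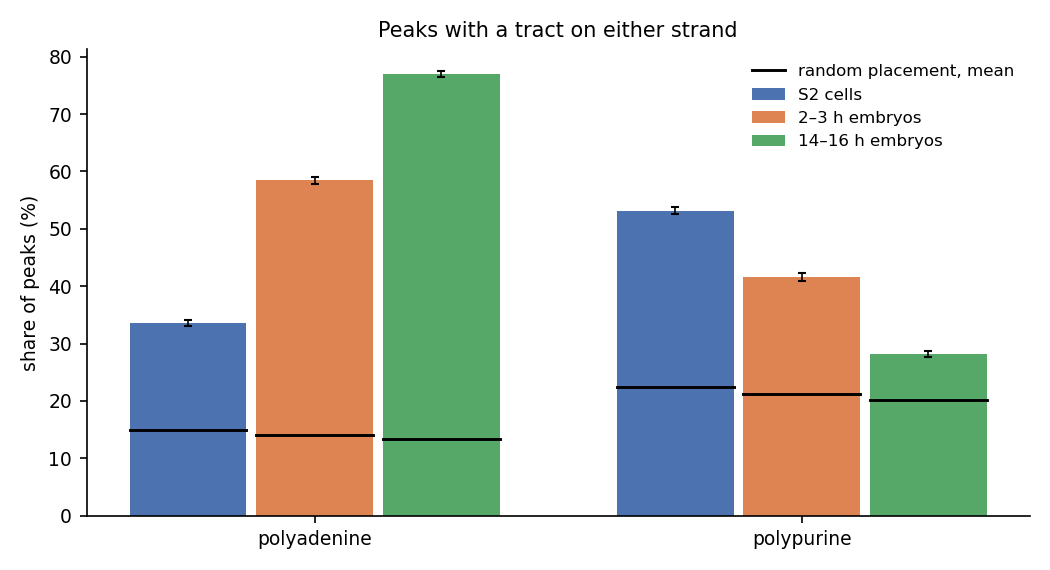
Share of the peaks of each list, in percent, with a polyadenine or a polypurine tract on either strand, with 95% Wilson intervals as error bars and the mean of 1000 random placements as black lines. Polyadenine tracts rise from 33.6% in S2 cells to 76.9% in 14–16 h embryos, and polypurine tracts fall from 53.2% to 28.1%.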

Two motifs stood out as an order of magnitude more significantly enriched that any others: a polyadenine tract and a polypurine tract (Figure 3(D), Supplemental Figure 3(B) for the entire table). This indicates that polypurine tracts are conducive to R-loop formation, which is consistent with the known thermodynamic stability of RNA:DNA hybrid formation in purine-rich template sequences.^49^

### -Common and cell-typespecific chromatin features associated with R-loops

R-loops are associated with activating chromatin marks such as H3K4me2/3 and H3K9ac and, to a lesser extent, with repressive chromatin marks such as H3K27me3.^18^ Chromatin marks associated with R-loops, however, vary depending on species. One possibility is that there are marks that are universally associated with R-loop formation whereas some chromatin marks could associate with R-loops in a developmental-specific manner. To answer this question, we leveraged time-matched ChIP-seq modENCODE datasets for S2 cells, 2–4 h embryos (ChIP-chip and ChIP-seq) and 14–16 h embryos. To quantitatively determine if chromatin marks were positively or negatively associated with R-loops, we evaluated the probability of R-loops overlapping a variety of histone modifications and chromatin-associated proteins by chance using a peak shuffling bootstrap procedure (see Materials and Methods). The available chromatin proteins vary for each sample, but there are 10 chromatin or histone markers common in all three developmental samples (Figure 4(A)). Several factors that are associated with transcriptional activation and have been previously shown to be associated with R-loops, are enriched at R-loops in S2 cells and 2–3 hour embryos (Figure 4(A), Supplemental Figure 4). Additionally, repressive chromatin marks such as Polycomb complex subunits and H3K27me3 are enriched in all samples, which is consistent with recent work linking R-loops to transcriptional repression (Figure 4(A), Supplemental Figure 4).^25,26^

We asked which marks are consistently associated with R-loops (positively or negatively) across development and which factors are developmental specific. We found that the repressive mark H3K27me3 was positively associated with R-loops in all developmental samples, highlighting the link between R-loops and transcriptional repression (Figure 4(B)). Interestingly, we identified factors (H3K4me2 and ZW5) that were enriched in one developmental sample but not in others (Figure 4(B)). These results suggest while some factors are associated with R-loops regardless of development state, other factors are associated with R-loops in a developmentally-specific manner.

### R-loop formation as a function of transcription

In this study, we have noted distinctive changes in R-loop formation across development. One possibility is that these changes are driven by developmental-specific changes in the transcription program. As embryos are stockpiled with maternally deposited RNA and RNA-seq is an indirect readout of active transcription, we turned to previously published and time-matched GRO-seq datasets in S2 cells and 2–2.5 h embryos, respectively.^50,51^ Unfortunately, time-matched GRO or PRO-seq datasets do not exist for 14–16 h embryos. We converted GRO-seq signal to FPKM for each annotated transcript in the Drosophila transcriptome. Then, we compared the GRO-seq value of all R-loop-containing genes to genes devoid of R-loops. In S2 cells, R-loop positive and negative genes had a similar median FPKM value by GRO-seq (Figure 5(A)). R-loop-containing genes in 2–3 h embryos, however, revealed a different paradigm. R-loop positive genes had a significantly higher expression level than R-loop negative genes (Figure 5(C)).

To ask if R-loop-containing genes were over or underrepresented with genes that have high or low expression levels, we binned GRO-seq FPKM values into quartiles and asked what fraction of R-loop containing genes fell within each expression quartile (Figure 5(B, D)). In S2 cells, R-loop containing genes were slightly overrepresented in the highest expression quartile and, to a lesser extent, in the lowest expression quartile (Figure 5(B)). In 2–3 h embryos, however, R-loops were significantly overrepresented in the highest expression quartile and underrepresented from the lowest expression quartile (Figure 5(D)). While analyzing this data, we also found the number of R-loops forming sites per gene was correlated with transcriptional activity (Figure 5(E)). We observe a consistent increase in the average number of R-loops per gene as transcriptional activity increases (Figure 5(E)). The increase in the average number of R-loops per gene could represent multiple R-loops within a given gene or larger R-loop zones allowing R-loops to form over a larger target region.

One explanation for developmental-specific R-loop formation is that specificity is driven by developmental-specific transcription status. To test this, we compared expression level of genes that exhibit R-loops only in S2 cell or only in 2–3 h embryos (Figure 5(F)). 

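By peaks on the strand of the gene, 1672 genes were R-loop forming in S2 cells and not in 2–3 h embryos, with a median length of 2464 bp. In the other direction, 1050 genes were R-loop forming in 2–3 h embryos and not in S2 cells, with a median length of 3698.5 bp, and the genes R-loop forming in both had a median length of 7780.5 bp. The expression values of these genes come from other studies and were not analysed here.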

If active transcription drives the changes in R-loop formation, we would expect R-loop positive genes that are unique to 2–3 h embryos would have significantly higher expression level in 2–3 h embryos relative to S2 cells, and vice-versa. The median difference of GRO-seq values in developmental-specific R-loop-containing genes, however, is approximately zero with a normal distribution (Figure 5(F)). Therefore, we conclude that active transcription is not a driver of developmental-specific R-loop formation and that factors such as chromatin state or R-loop-specific proteins drive these differences.

We asked if the chromatin signature of R-loops in highly expressed genes differs from the signature of R-loops in transcriptionally repressed genes. To this end, we selected R-loops in the highest expression quartile and lowest expression quartile from S2 cells (Figure 5(B)). Next, we used the random shuffling method to identify chromatin-associated factors enriched at R-loops derived from highly and lowly expressed genes. This analysis revealed that the chromatin signature of R-loops in highly and lowly expressed genes are distinct (Figure 5(G)). For example, R-loops in highly expressed genes are enriched for active chromatin marks (e.g. H3K27ac and H3K4me2; Figure 5(G)). In contrast, repressive chromatin marks such as H3K27me3 are enriched at R-loops derived from lowly expressed genes. We repeated the same analysis with the 2–3 h embryo time point and noticed a striking difference; both active chromatin marks and repressive chromatin marks were associated with highly expressed genes (Figure 5(H)). Given the differentiation state of cells in the early embryo, this would suggest that R-loops can be associated with poised or bivalent genes.^52^

### R-loops have the potential to trigger ATR activation at the MZT

The onset of zygotic transcription at the MZT is associated with RPA accumulation at the 5′ end of genes and activation of the ATR-mediated DNA damage checkpoint response.^53^ Delaying the onset of zygotic transcription delays the activation of ATR (Mei41 in Drosophila), indicating that replication-transcription conflicts drive the activation of the DNA damage response at the MZT.^53,54^ It is unknown, however, what aspect of the replication-transcription conflict triggers ATR activation at the MZT. If genome instability at the MZT was at least partially due to R-loops, we would predict to see an enrichment of RPA at R-loop forming sequences in 2–3 h embryos. Qualitatively, we see overlap between RPA and R-loops in 2–3 h embryos (Figure 6(A)). We tested the significance of this overlap by using the random shuffling method previously described. Quantitatively, we observe a significant enrichment of RPA at R-loop forming sequences in the 2–3 h embryo. Importantly, there was an even more substantial enrichment of RPA at R-loop peaks that are unique to 2–3 h embryos (Figure 6(B)). Further supporting the hypothesis that R-loops could be partially responsible for the transcription-induced genome instability at the MZT, only R-loops from the 2–3 h sample were enriched at RPA binding sites (Figure 6(B)). This data suggests that R-loops could contribute to the transcription-induced DNA damage that occurs in the absence of ATR at the MZT. We do note, however, that the RPA ChIP-seq data comes from a time point ~20 minutes earlier in development than the time point we chose for R-loop mapping.^53^ Given this caveat, we think it is even more notable that significant overlap of RPA and R-loops is observed in this analysis.

## Discussion

By mapping R-loops in a developing organism, we have been able to provide new insight into the role that DNA sequence, active transcription and chromatin associated factors has on R-loop formation. While previous R-loop mapping and genome-wide analysis of R-loop metabolism across development has been performed in plants and mammalian cultured cells,^10,29,55^ we present a functional characterization of R-loops during Drosophila embryogenesis. The benefit of a developmental approach to studying R-loop formation is that it allows the distinction between factors that are stably linked to R-loop formation from those that are developmental specific. This has the potential to identify key molecules and processes that could drive R-loop formation and resolution during development and disease.

One surprising finding is that the absolute level of R-loops changes during embryogenesis. This is unlikely due to changes in transcription during development as the stages of embryogenesis used in this study are similarly active. This suggests that there is an active mechanism which prevents R-loop formation or resolves active R-loops during later stages of Drosophila embryogenesis. The importance of R-loop processing during development is further highlighted by the observation that RNase H1 catalytic activity is necessary to prevent hatching defects in Drosophila embryos. Interestingly, overexpression of catalytically active and inactive RNaseH1 do not have the same effect. One possible explanation for this is that maternally deposited RNaseH1 is highly active in the embryo. Therefore, additional RNaseH1 has no further effect on R-loop levels. Overexpression of catalytic inactive RNaseH1, however, could bind to RNA:DNA hybrids and block RNaseH1-mediated processing of R-loops. This would have the potential to drive replication-transcription conflicts and genome instability in the developing embryo.

Consistent with R-loops as a driving force of genome instability during embryogenesis, we have found an enrichment of R-loops at potential sites of replication fork stalling in the early embryo. Given that we see an enrichment of R-loops and RPA specifically in the 2–3 h embryo sample, our data suggests that R-loops could contribute to ATR activation at the MZT. It is interesting to note, however, that we do not observe RPA accumulation at all sites of R-loop formation. Therefore, there must be something unique about the R-loops associated with RPA accumulation at this time point. Perhaps these R-loops represent sites of head-on conflicts. Alternatively, hyper stable R-loops could drive chromatin or transcriptional changes that negatively impact embryogenesis.^12^ Further work will be required to distinguish between these and other possibilities.

Specific DNA sequence biases are associated with R-loop formation.^14,27^ While we found that overall GC content is the same for R-loop positive and negative genes, AT and GC skew were associated with R-loop forming sequences. Interestingly, this skew varied as a function of the transcription unit.^14,56^ G4 quadraplex forming regions with high GC skew on the non-template strand are associated with R-loop formation.^14,56^ Additionally, R-loops can modulate DNA methylation at CpG islands in promoter regions.^14^ Unlike in plants and mammals, however, Drosophila lack wide-scale DNA methylation.^57^ Therefore, Drosophila allows the uncoupling between R-loop formation and DNA methylation, which could explain why R-loops are associated with a higher AT skew than GC skew in Drosophila. Similar to mammalian cells, we see a transition to positive GC skew at the center of R-loops peaks. What’s unique to Drosophila, however, is the drastic transition from positive to negative AT skew at the center of R-loop peaks. These biases in AT and GC skew could create a thermodynamically stable environment for R-loop formation and resolution. Similar to other organisms, we have found several polypurine motifs associated with R-loops. Again, this likely reflects the thermodynamic stability associated with RNA: DNA hybrids at purine-rich sequences.[7]^49^ One interesting observation in Drosophila is that the R-loop signal relative to the transcription unit can vary as a function of development. The most significant difference is in 14–16 h embryos where R-loops are broadly enriched at the TSS and the TTS but not the gene body in comparison to 2–3 h embryos or S2 cells. This difference does not appear to be driven by AT or GC skew. We propose that a combination of factors such as transcription status, chromatin marks and R-loop binding proteins drive these changes in R-loop formation during development.

We have found that R-loops are positively and negatively associated with specific histone modifications and chromatin associated factors. Many of the factors we analyzed in Drosophila have been shown to be enriched or depleted in other systems, including mammalian cells.^18,58,59^ More importantly, however, factors associated with R-loops can change as a function of development. For example, R-loops in 14–16 h embryos lose their association with common activating histone marks such as H3K4me3 and H3K36me2/3. In contrast, H3K27me3 is enriched at R-loops in all developmental states. Therefore, it is critical to assay multiple cell types or developmental states before concluding that a chromatin factor is correlated with R-loop formation.

The link between R-loops, transcription state, histone marks and chromatin associated factors has been seen in other organisms.^18^ In Drosophila, we see a consistent relationship between active and repressive chromatin marks, signified by enrichment in both H3K27ac and H3K27me3, and R-loop formation. This is supported by the association of R-loops with both highly active and silent genes in both embryos and cultured cells. Our work, and that of others, identify R-loops associated with transcriptionally active and inactive genes.^25^ This suggests that, at least in Drosophila, there may exist at least two classes of R-loops. R-loops that form as a byproduct of active transcription and R-loops that function in a repressive capacity to prevent transcription within repressive chromatin domains. This would be consistent with recent work demonstrating that R-loops facilitate silencing by the Polycomb complex.^25,26^ Understanding how different categories of R-loops maintain their identity will be an exciting challenge. For example, how do cells know which R-loops should function in a repressive manner versus those that function as activators? The question of whether R-loops help establish a chromatin state or are a function of it remains an outstanding question in R-loop biology.

Mapping of R-loops has been performed in a variety of organisms ranging from yeast, worms, plants, and mammalian cultured cells. While there are factors and processes that are consistently associated with R-loops across organisms, there are also key differences. For example, in plants there are low levels of R-loops at gene terminators compared to other organisms and high accumulation of antisense R-loops that regulate specific loci.^29,60^ In contrast, mammalian cells exhibit R-loops at promoters and TTS and the number of antisense R-loops are much more limited.^18^ The fact that Drosophila exhibit changes in antisense R-loop signal across the gene body depending on developmental state highlights the importance of examining R-loops in a developmental context. Drosophila provides a powerful model to understand key properties of R-loop biology in the context of unperturbed metazoan development. Here, we demonstrate that R-loop formation within the same genomic sequence can vary as a function of development. Our work suggests that a combination of transcription, chromatin-associated factors and sequence elements drive differential R-loop formation during development. Therefore, Drosophila provides a powerful model to understand, mechanistically, the factors responsible for R-loop formation and resolution to execute specific developmental programs.

## Material and Methods

### S9.6 antibody

A hybridoma cell line producing the S9.6 antibody was purchased through ATCC (product #HB-8730). The cell line was grown under recommended conditions. The S9.6 antibody was purified on a protein G column using the GE aKTA system and run over a desalting column for buffer exchange into PBS to obtain a final concentration of 1 mg/mL. The antibody was aliquoted and stored at −80 °C. A fresh aliquot was used for every ssDRIP-seq experiment.

### RNase H1 overexpression

Drosophila RNase H1 was cloned from RNA derived from Oregon R embryos. RNA was converted into cDNA, PCR amplified, and cloned into the pUASz vector with a C-terminal GFP tag.^43^ The A isoform was chosen as the isoform B isn’t detected in Drosophila tissues.^61^ The mitochondrial localization start site was converted to AAA to ensure RNase H1-GFP would only be present in the nucleus. The catalytically dead version of RNase H1 (D201N) was made by site-directed mutagenesis (Agilent QuickChange Lightning). Plasmids were injected into an *attP2* containing stock (BestGene) for site-specific integration.

### Hatch rate assay

For the overexpression experiments, homozygous RNase H1 males were crossed with unmated female homozygous for the maternal triple driver (MTD, Bloomington Stock 31777) to drive expression early in embryogenesis. Male Oregon R flies were crossed with MTD females as a control. Progeny were transferred to bottles with a grape juice agar plate with wet yeast for embryo collection. 100 unhatched embryos were carefully moved to a fresh grape juice plate and incubated overnight at 25 °C. After 36 hours, unhatched embryos were counted. This was repeated three times each from two separate crosses.

### Cell culture

S2 cells were obtained directly from the Drosophila Genomic Resource Center (DGRC). Cells were confirmed negative for mycoplasma contamination via PCR. Cells were grown at 25 °C in Schneider’s Drosophila Medium with 10% heat-inactivated FBS (Gemini Bio Products) and 100 U/mL of Penicillin/Streptomycin (Fisher Scientific).

### Embryo collection and staging

Oregon R flies were expanded into population cages containing grape juice plates supplemented with wet yeast. Population cages were kept at 25 °C in a humidified room and plates were changed daily. Before embryo collections, flies were precleared for at least one hour to minimize the number of late-stage embryos. Embryos were collected and aged at 25 °C to obtain embryos that were 2–3 or 14–16 hours old. After aging and collection, embryos were dechorionated in 50% bleach for 2 minutes and thoroughly rinsed in water. Embryos were flash frozen in liquid nitrogen and kept at −80 °C until ready to use. An aliquot of embryos was taken from each batch before freezing to verify staging. For this, embryos were fixed in heptane and 2% paraformaldehyde for 20 minutes with shaking, devitellinized in methanol, washed with methanol and rehydrated in PBS + 0.1% Triton X-100 overnight. Embryos were stained with DAPI and mounted in Vectashield medium (Vector Labs). Images were acquired on a Nikon Ti-E inverted microscope with a Zyla sCMOS digital camera.

### Genomic DNA purification and RNase treatment

Genomic DNA purification is based on Alecki et al., 2020.^26^ For genomic DNA isolation from S2 cells, cells were collected at 70–80% confluency, washed once in PBS, resuspended in TE with 0.5% SDS and 100 μg/mL proteinase K and incubated at 37 °C overnight. Embryos were devitellinized in heptane and methanol, rinsed thoroughly in PBS and incubated in 50 mM Tris-HCl pH 8.0, 100 mM EDTA, 100 mM NaCl, 0.5% SDS, and 5 mg/ml proteinase K for 3 hours at 50 °C. At this point, cells and embryos were processed the same. Extracts were purified with phenol:chloroform, and DNA was precipitated with sodium acetate and ethanol. DNA was spooled using a glass pipette and transferred to 70% ethanol. After several washes in ethanol, the DNA was air dried and resuspended in TE. To degrade free RNA, samples were incubated with 100 μg of RNase A with 500 mM NaCl for 1 hour at 37 °C. RNase A was degraded by spiking in 100 μg/mL proteinase K and incubated for an additional 45 minutes. Samples were cleaned with phenol:chloroform, precipitated with sodium acetate and ethanol, and resuspended in TE. Samples were diluted to 100 ng/μL and sonicated in a Bioruptor Plus for 8 cycles (30″ on/90″ off) on low power. 10 μg of nucleic acid was digested with 5 μL RNase H1 (NEB) at 37 °C for 16 hours and 10 μg was mock digested without RNase H1. Both samples had 1 μL of RNase III added (Thermo Fisher). After phenol: chloroform purification and precipitation, samples were immediately used for DRIP or slot blot experiments.

### Slot blot

Hybond Nylon membrane (Amersham) was pre-soaked in TE and a slot blot apparatus was assembled according to manufacturer’s instructions (Bio-Rad). Samples with matching RNase H1-digested controls were added to the blot in decreasing amounts, and nucleic acids were crosslinked to the membrane with a Strategene UV Stratalinker 1800 using the auto crosslink setting. Blots were blocked in milk, incubated with S9.6 (1:2,000) followed by mouse-HRP and imaged in a Bio-Rad Chemidoc MP. After imaging the R-loops, blots were stripped and re-probed using a dsDNA-specific antibody (Abcam ab27156) at 1:20,000. Intensities were measured with ImageJ,^62^ and normalized intensity was obtained by dividing the S9.6 signal by the dsDNA signal.^63^ A standard plot was made for each sample and antibody, and samples were chosen for analysis when their intensity was linear.

### DRIP-qPCR and ssDRIP-seq

DRIP was carried out as described in Ginno et al. 2012.^14^ Briefly, 4.4 μg of DNA was resuspended in 500 μL of TE. 10% was taken for the input sample. DRIP binding buffer was added to each sample (10 mM sodium phosphate, 140 mM NaCl, 0.05% Triton X-100 final concentration) and 20 μL of 1 mg/mL S9.6 was added to each DRIP reaction. After overnight incubation at 4 °C, 50 μL of pre-washed protein G Dynabeads (Life Technologies) were added to the extract. After 2 hours at 4 °C, beads with captured nucleic acid were washed in 1x DRIP binding buffer 5 times and eluted in 50 mM Tris, 10 mM EDTA, 0.5% SDS with proteinase K at 50 °C for 45 minutes. Nucleic acid in the eluate was purified with phenol:chloroform, precipitated and resuspended in 10 mM Tris. For DRIP-qPCR, 1 μL of nucleic acid was diluted 1:10 in water and mixed with 10 μL SSoAdvanced Universal Sybr (Bio-Rad). Primers were added to a final concentration of 250 nM each. A list of primers used in this study can be found in Supplemental Table 1. qPCR was carried out on a Bio-Rad CFX96 Touch instrument using the following protocol: 98 °C heat denaturation for 60″ followed by 40 cycles of 98 °C for 15″ and 60 °C for 30″. A heat denaturation was included to monitor the purity of the reaction products. For ssDRIP, nucleic acid was sonicated in a Bioruptor Plus for 8 cycles at high power (30″ on/30″ off) to 250 bp. Libraries were constructed with the Accel-NGS 1S Plus DNA Library Kit according to the manufacturer’s instruction (Swift Biosciences 10024). Barcoded libraries were sequenced using an Illumina Novaseq for 150 bp PE reads.

### Bioinformatics

#### Alignment and peak calling.

Fastq files were initially trimmed of adapters using Trimmomatic v0.3.8.^64^ Each paired read was trimmed 10 base-pairs at the 3′ end to eliminate the additional low complexity from the library preparation kit. Reads for sequencing were mapped to the Drosophila genome (dm6) using bowtie2 version 2.3.4.1 using the –very-sensitive-local setting.^65^ Duplicates were marked using picard MarkDuplicates v2.17.10, and stranded bam files were created using samtools as described in Xu and Sun et al. 2017.^9,66^ Stranded bam files were used to generate ssDRIP peaks with callpeaks from MAC2 v2.1.2.^67^ The RNase H1 pretreated DRIP file was used as control, peak calling was done on the 2 replicates in paired-end mode, with −keep-dup = auto and effective genome size for Drosophila dm6. A small number of peaks mapped to both strands as determined with bed-tools.^68^ Peaks that mapped to both strands and had reciprocal overlap of 90% as determined by bedtools intersect were removed from down-stream analysis. Bam files were combined and 50 million reads were randomly selected for visualization. Stranded reads were visualized using deeptools bamCoverage using --binSize 50 bp, --ignoreForNormalization chrY chrM, and --normalizeUsing RPKM.^69^ Pearson correlation plots were created using deeptools multiBamCoverage and plotCorrelation with default settings, 1 kb windows and the mitochondrial genome excluded.

#### ssDRIP-seq analysis.

Peak annotation was performed using Pavis to the dm6 genome with up- and downstream regions set to 5 kb.^47^ Overall sense and antisense R-loops were determined via bedtools intersect with strandedness against the Refseq Drosophila transcriptome, downloaded from UCSC genome browser. Metagene plots were made with the Deeptools software package, using computeMatrix and plotProfile. For computeMatrix, scale-regions or reference-point as appropriate, with a 1 kb region size and 500 bp up- and down-stream of the start and end site, respectively. For options -binSize was 50 and the mean was plotted. For plotProfile, ‘add standard error’ was added to Plot type. –yMin and –yMax were chosen to be the same for both sense and antisense to aid in visualization.

Gene Ontology enrichment analysis of R-loop containing genes was performed with PANTHER, with Fisher’s exact test and using the Bonferroni correction for multiple testing.^70-72^

GRO-seq FPKM counts were determined with HOMER analyzeRepeats.pl using S2 datasets from Core and Lis et al. 2012 and GRO-seq data on 2–2.5 embryos from Saunders and Ashe et al. 2013.^50,51,73^ R-loops peaks were split into 2 files containing their + and – peaks and annotation of R-loop peaks was done with HOMER software package using annotatePeaks.pl against dm6 and requiring the appropriate strandedness.^73^ R-loops mapping to transcripts were extracted from the HOMER annotation, and GROseq values for these transcripts was determined using custom R scripts. Plots summarizing these data were created in Prism 9.

#### Functional genomic data from modENCODE.

We downloaded histone modification peaks and transcription factor binding sites identified by ChIP-chip or ChIP-seq in Drosophila from ModENCODE (Table 1).^74^ We considered samples assayed in S2 cells and at two developmental time-points (2-4hr, 14-16hr). These were chosen to match the ssDRIP timepoints.

#### Chromatin associated factor enrichment in R-loops.

For each ChIP-chip or ChIP-seq marker with a matching DRIP timepoint, we calculated the number of overlapping base-pairs (bp) between the marker and the R-loop peaks. We used permutation-based approach to determine whether the observed amount of overlap was more or less than expected by chance. Briefly, we calculated an empirical *p* value for the observed amount of overlap by comparing the number of overlapping bp to a null distribution. We obtained the null distribution by randomly shuffling length-matched regions throughout the genome and calculating the amount of overlap in each permutation. The *p*-values are adjusted for multiple testing using the Bonferroni method.

When permuting, we matched the length distribution of the shuffled peaks to the original set of peaks, and excluded all gap and blacklisted regions from consideration (dm3; version 1).^75^ Peaks called from DRIP were lifted over to dm3 for this analysis. For peaks obtained from ChIP-chip data, we required that the shuffled peaks maintained both the overall length distribution and the probe density of the original peak. We reshuffled any peaks that fell more than 2 standard deviations (approx. 0.03) away from the original probe density until at least 99% of the original peaks were appropriately matched. We performed 1000 permutations for each marker and R-loop pair.

For the general analyses, we maintained the location of the R-loop peaks and shuffled the locations of the histone modification or transcription factor binding peaks. For a secondary analysis, we examined a subset of R-loops quantified specifically in the TTS and 3′ UTR. For this set of R-loops, we maintained the R-loop location within the TTS/3′ UTR and shuffled the chromatin markers.

#### Calculation of AT- and GC-skew in R-loops.

We calculated GC and AT skew over the entire Drosophila genome (dm6). GC skew was calculated for 50 bp windows tiled across the annotation regions as $S_{i}=\frac{\left(G_{i}-C_{i}\right)}{G_{i}+C_{i}}$.^76^

In the equation, *G_i_* repressnts the frequency of guanine nucleotides and *C_i_* represents the frequency of cytosine nucleotides in the window *i*. The range of GC skew for a window (*S_i_*) spans from −1 to 1. AT Skew was calculated in the same way. The resulting GC and AT skew was converted to a bigwig file, and the value across each set of genomic regions was calculated using the computeMatrix function from deeptools and visualized using plotProfile (For computeMatrix, scale-regions or reference-point as appropriate, with 500 bp up- and down-stream of the start and end site, respectively. For options -binSize was 50 and the mean was plotted. For plotProfile, ‘add standard error’ was added to Plot type. –yMin and –yMax were chosen to be the same for AT and GC skew to aid in visualization).

## Supplementary Material

Supplemental material

Supplemental Table 1

Supplemental Table 2

## Figures and Tables

**Figure 1.**
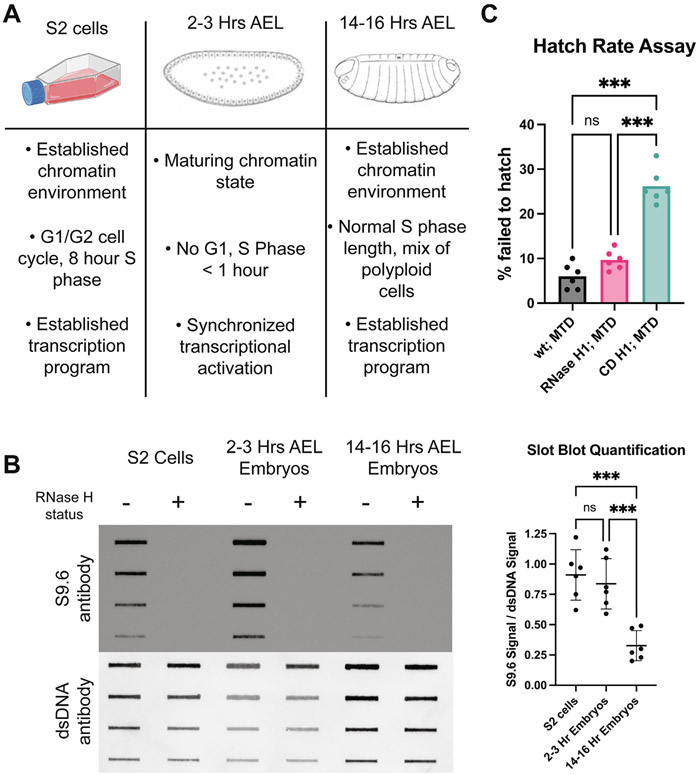
R-loop abundance is developmentally regulated and R-loop homeostasis is necessary for development. (A) Schematic summarizing how the chromatin environment, developmental stage, and replication program vary among the developmental samples used. (B) Representative slot blot of RNA:DNA hybrid levels, measured by S9.6 antibody intensity, across samples. RNase H1 treatment verifies specificity of antibody, and antibody specific for double-stranded DNA is used as a loading control. Quantification of signal for six biological replicates is to the right. *** < 0.05, one-way ANOVA with Tukey’s multiple comparisons test. (C) Hatch rate among embryos that overexpress RNase H1 (H1) or a catalytic dead RNase H1 (CD). 6 biological replicates from 2 independent crosses, counting 100 embryos in each replicate. *** < 0.05, one-way ANOVA with Tukey’s multiple comparisons test.

**Figure 2.**
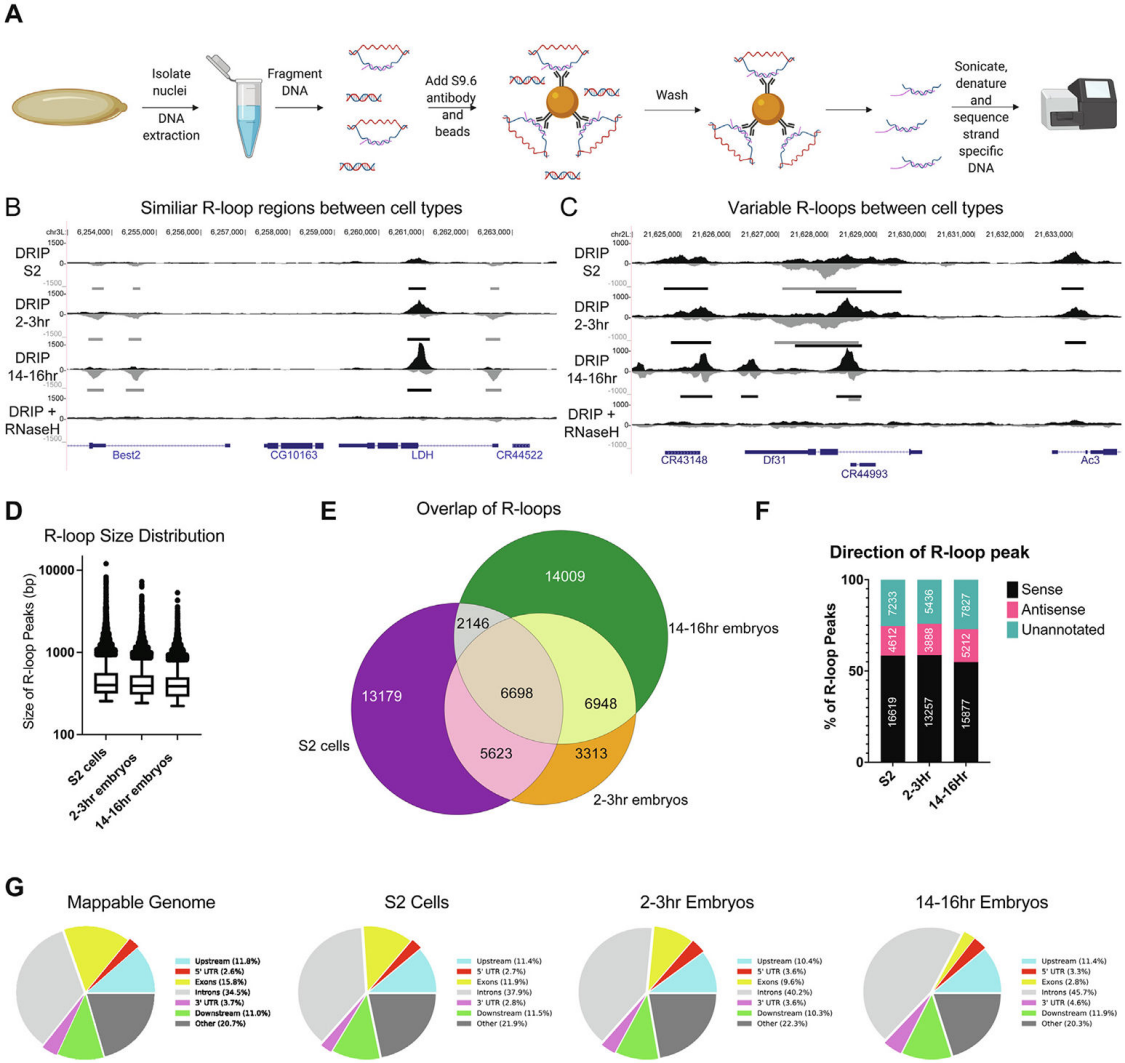
The R-loop landscape changes as a function of development. (A) Diagram of the ssDRIP-seq mapping strategy. (B) ssDRIP-seq snapshot of a 10 kb region on chromosome *3L* where R-loop distribution is similar between samples. Black and grey bars below each track represent peak calls for forward and reverse strands, respectively. (C) ssDRIP-seq snapshot of a 10 kb region on chromosome *2L* where R-loop distribution varies between samples. Note the reverse strand coming from a lncRNA in the middle of the Df31 gene. (D) The distribution of R-loop sizes for each developmental sample. (E) Overlap of R-loops between developmental samples. (F) Quantification of the percent of R-loops mapping to sense, antisense and untranscribed regions of the genome. Numbers represent absolute R-loop peaks in each category. (G) R-loop enrichment relative to the expected distribution for common genomic features.

**Figure 3.**
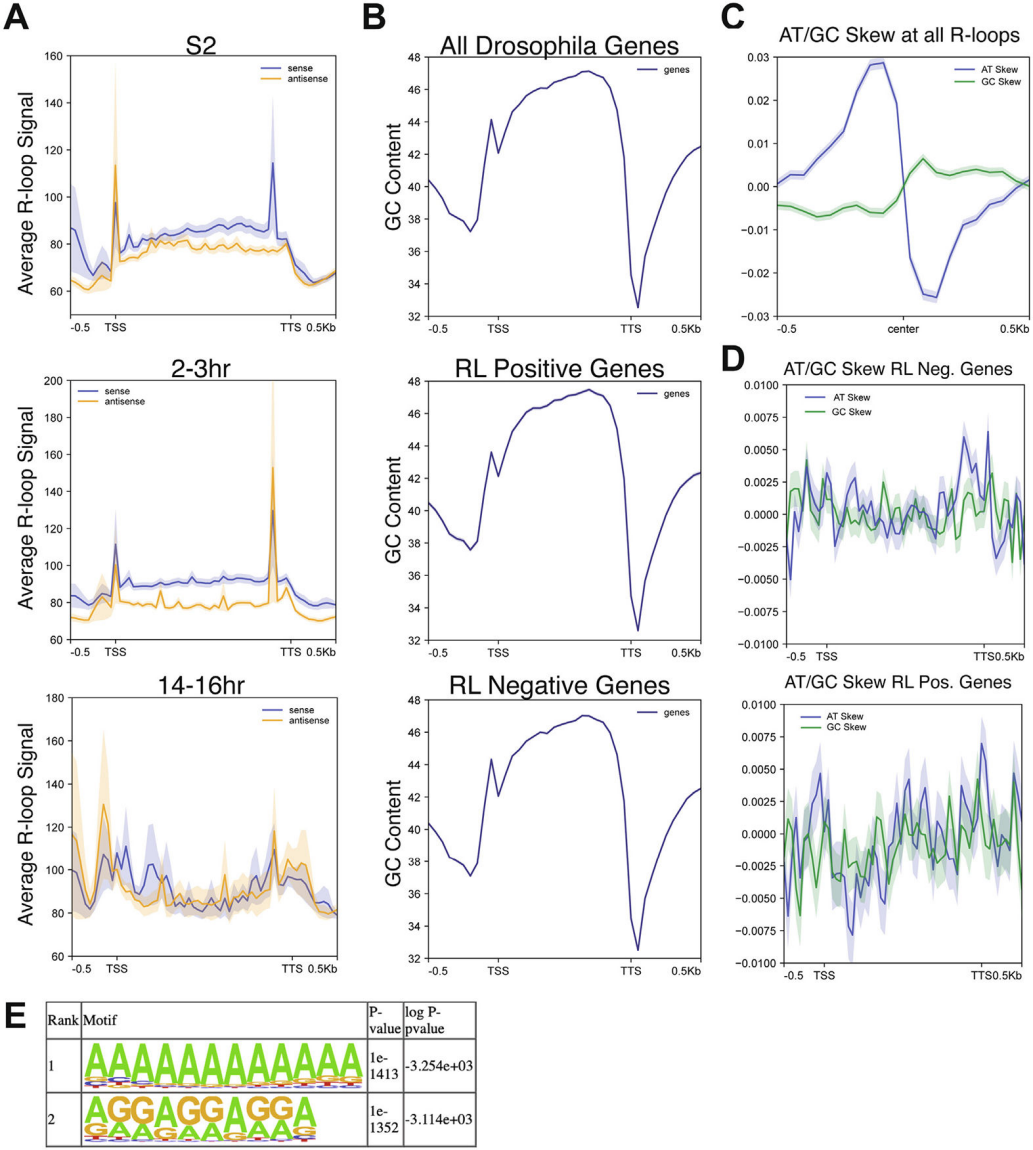
R-loop signal as a function of transcription unit and sequence composition. (A) Metaplots of ssDRIP-seq signal for all samples relative to the gene body. Each plot represents the signal derived from sense R-loops in blue and antisense R-loops in orange. Shaded region represents the standard error of the mean (SEM). (B) The GC composition of all Drosophila genes, genes that have an R-loop in one of the developmental samples and genes that lack any R-loop signal. Shaded region represents the SEM. (C) Metaplot of GC and AT skew across all identified R-loops. Shaded region represents the SEM. (D) Metaplot of GC and AT skew across the gene body of genes that lack R-loops (top) and genes that form an R-loop. Shaded region represents the SEM. (E) DNA sequence motifs in the peaks of all R-loops identified by HOMER. Motif analysis was not strand specific.

**Figure 4.**
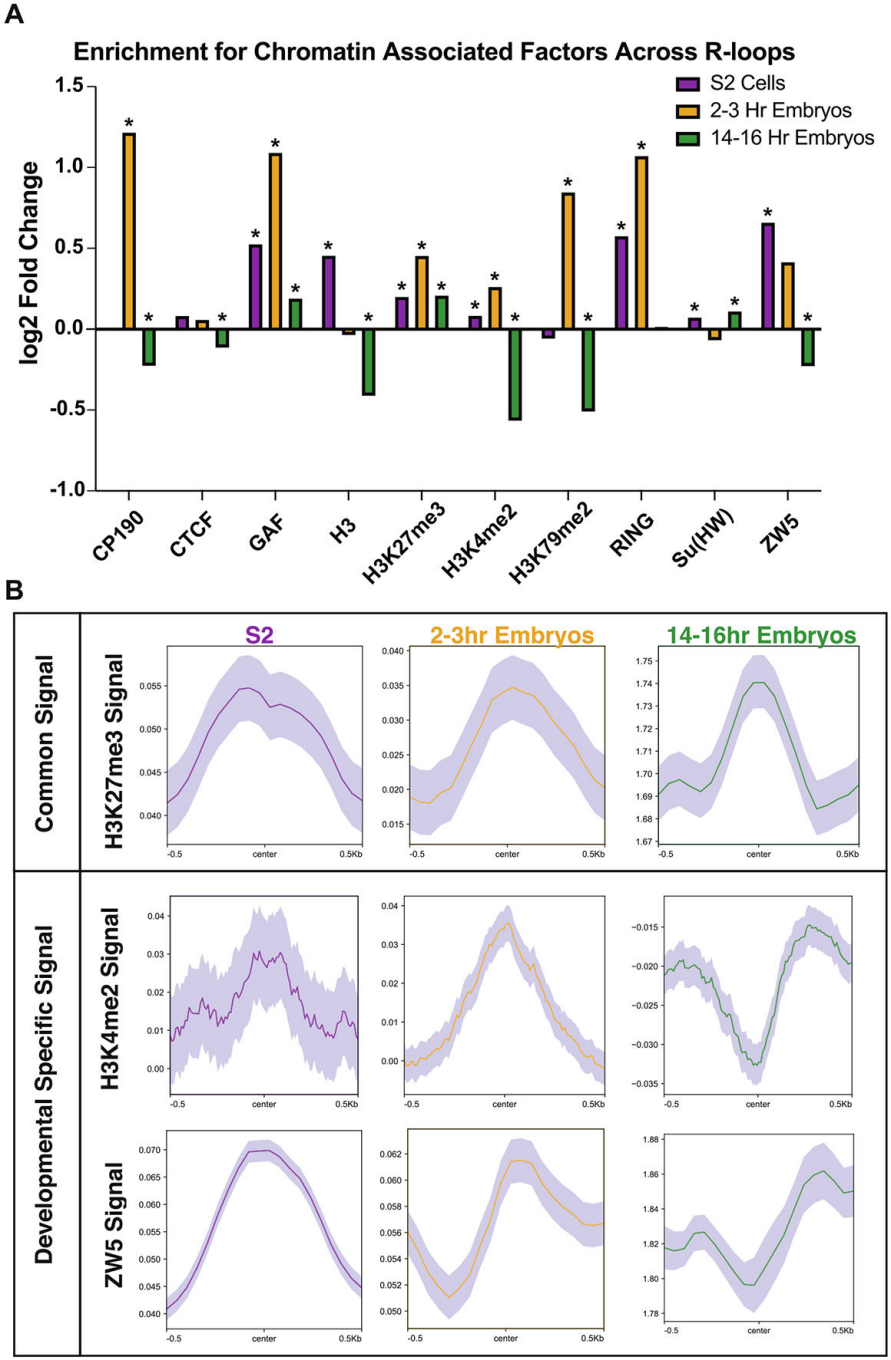
Common chromatin features associated with R-loops. (A) Log2 fold enrichments of chromatin-associated factors within R-loop regions in common for S2 cells, 2–3 hour embryos and 14–16 hour embryos. * < 0.05 with Bonferroni correction for multiple testing. (B) Metaplots of H3K27me3, H3K4me2, and ZW5 ChIP-chip (S2 and 2–4 hour embryos) and ChIP-seq (14–16 hour embryos) confirming common and developmental-specific enrichment of chromatin factors at R-loops. Shaded region represents the standard error of the mean (SEM).

**Figure 5.**
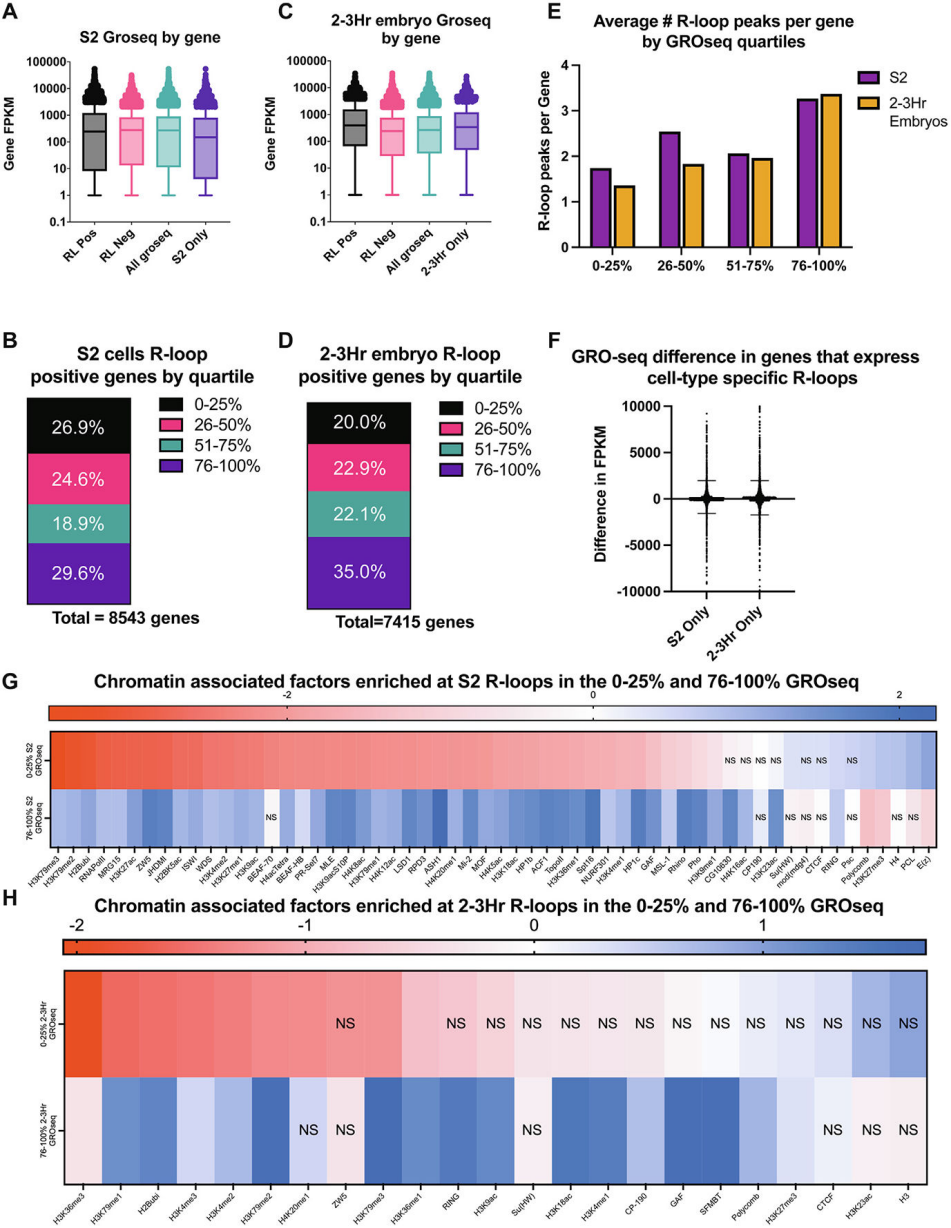
R-loop formation as a function of transcription. (A) GRO-seq values for genes that contain strand-specific R-loops (RL Pos), genes that do not contain strand-specific R-loops (RL Neg) in S2 cells, every transcript in S2 cells, and transcripts that only form R-loops in S2 cells. (B) Transcripts were sorted into quartiles based upon GRO-seq expression, and R-loop forming genes were assigned to their respective quartile. (C) Same as A, except for 2–3 h embryos. (D) Same as B, except for 2–3 h embryos. (E) The average number of R-loops peaks detected for each gene in each of the expression quartiles is graphed for S2 cells and 2–3 h embryos. (F) The difference in GRO-seq values between S2 cell and 2–3 h embryos were queried for genes that showed developmental-specific R-loop formation. (G) Log2 fold enrichments of chromatin-associated factors within R-loop regions in the highest or lowest expression quartiles in S2 cells. ns > 0.05 with Bonferroni correction for multiple testing. (H) Log2 fold enrichments of chromatin-associated factors within R-loop regions in the highest or lowest expression quartiles in 2–3 h embryos. ns > 0.05 with Bonferroni correction for multiple testing.

**Figure 6.**
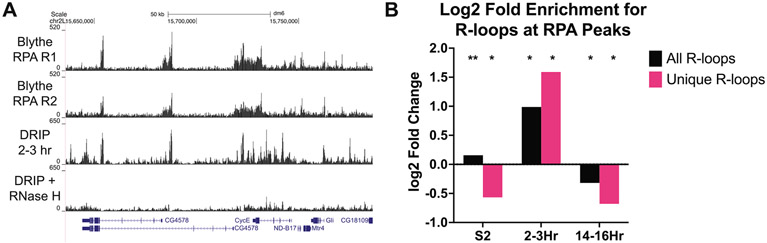
R-loops have the potential to trigger ATR activation at the MZT. (A) Overlap of RPA ChIP-seq profiles from cycle 13 embryos (Blythe and Wieschaus et al. 2015) and ssDRIP-seq profiles from 2-3 h embryos. (B) Log2-fold enrichment of RPA at R-loop peaks for all samples. Each sample was separated into total R-loops or R-loops unique to that sample type. P values were generated with Bonferroni correction for multiple testing. * = P value < 0.01 and ** = P value < 0.001.

**Table 1:** List of available ChIP-chip and ChIP-seq from modENCODE.

Assay	Time	Mark
ChIP-chip	2–4 hr	BEAF-32, CP-190, CTCF, RING, SFMBT, GAF, H2Av, H2Bubi, H3, H3K18ac, H3K23ac H3K27ac, H3K27me3, H3K36me1, H3K36me3, H3K4me1, H3K4me2, H3K4me3, H3K79me1, H3K79me2, H3K79me3, H3K9ac, H3K9me2, H3K9me3, H4, H4K20me1, HP1a, HP1c, HP2, Polycomb, POF, Su(HW), ZW5
	S2 cells	ACF1, ASH1, BEAF-70, BEAF-HB, CG10630, Chriz-WR, CP190, CTCF, Mi-2, TopoII, RING, SFMBT, E(z), GAF, H1, H2Av, H2BK5ac, H2Bubi, H3, H3K18ac, H3K23ac, H3K27ac, H3K27me1, H3K27me2, H3K27me3, H3K36me1, H3K36me3, H3K4me1, H3K4me2, H3K4me3, H3K79me1, H3K79me2, H3K79me3, H3K9ac, H3K9acS10P, H3K9me1, H3K9me2, H3K9me3, H4, H4acTetra, H4K12ac, H4K16ac, H4K20me1, H4K5ac, H4K8ac, HP1a, HP1b, HP1c, HP2, HP4, ISWI, JHDMI, JIL-2, JMJD2A, LSD1, MBD-R2, MLE, mod(mdg4), MOF, MRG15, MSL-1, NURF301, ORC2, Polycomb, PCL, Pho, Pof, PR-Set7, Psc, Rhino, RNAPolII, RPD3, Smc3, Spt16, Su(HW), Su(var)3–7, Su(var)3–9, WDS, ZW5
ChIP-seq	14–16 hr	Beaf-HB, Chriz, CP190, CTCF, Mi-2, RING, GAF, H1, H2Av, H2B-ubi, H3, H3K18ac, H3K23ac, H3K27ac, H3K27me2, H3K27me3, H3K36me1, H3K36me2, H3K36me3, H3K4me1, H3K4me3, H3K79me1, H3K79me2, H3K79me3, H3K9acS10P, H3K9me1, H3K9me2, H3K9me3, H4, H4K16ac, H4K20me1, HP1a, HP1b, HP1c, HP2, HP4, JHDMI, LSD1, MBD-R2, MOF, NURF301, POF, Psc, RNAPolII, RPD3, Su(HW), Su (var)3–7, ZW5

## Data Availability

All data has been deposited into GEO under the record GSE185403.

# Supplementary material for: R-loop Mapping and Characterization During Drosophila Embryogenesis Reveals Developmental Plasticity in R-loop Signatures
**Source:** J Mol Biol. Author manuscript; Available in PMC 2022 Jul 15.
**Supplement:** Supplemental material

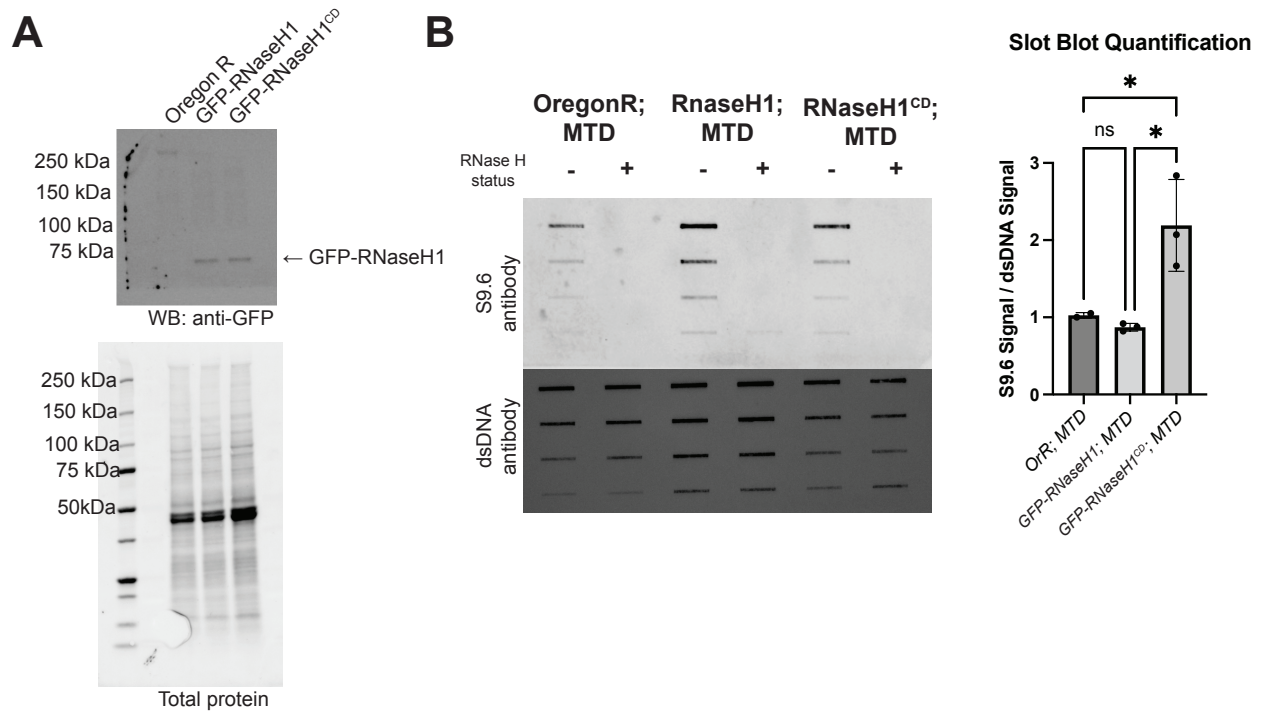

Supplemental Figure 1: Expression of RNaseH1 constructs in early embryos. (A) Western blot (anti-GFP) showing maternally deposited GFP-RNaseH1 and GFP-RNaseH1<sup>CD</sup> in 0-6 hour embryos. Expected size of GFP + RNaseH1 = 65.1 kDa. (B) Representative slot blot of RNA:DNA hybrid levels, measured by S9.6 antibody intensity, from 2-6h embryos upon *RNaseH1* and *RNaseH1*<sup>CD</sup> overexpression. RNase H treatment verifies specificity of antibody, and antibody specific for double-stranded DNA is used as a loading control. Oregon R is a wildtype control. Quantification of signal for 2 (Oregon R) or 3 (RNaseH and RNaseH<sup>CD</sup>) biological replicates is to the right. \* < 0.05, one-way ANOVA with Tukey's multiple comparisons test.

**A** Pearson correlation between samples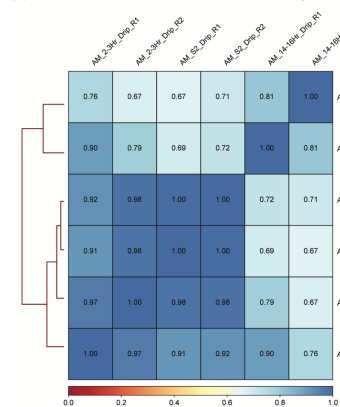**B** Pearson correlation between samples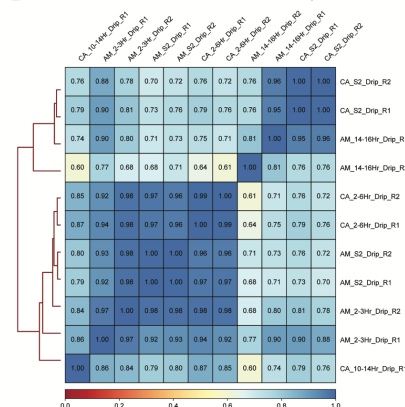**C**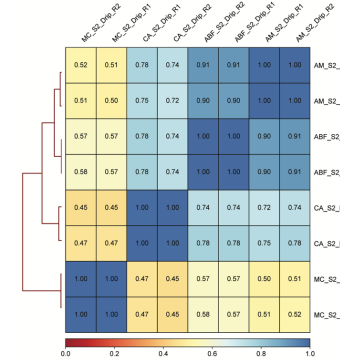**E** Overlap of sense R-loops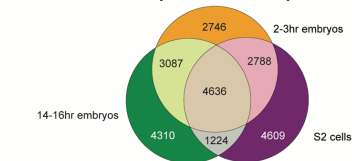

Overlap of antisense R-loops

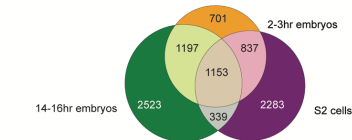**D**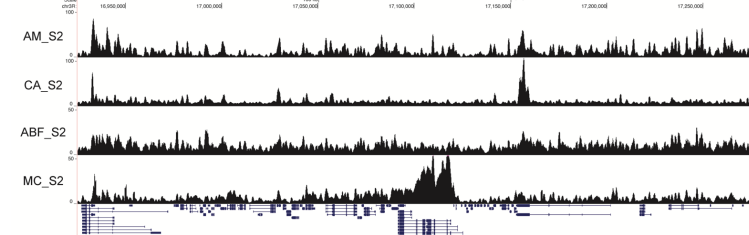**F**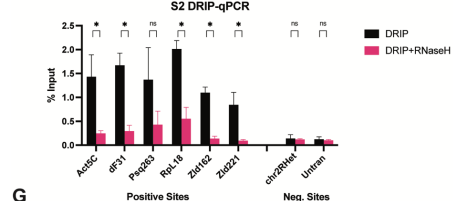**G**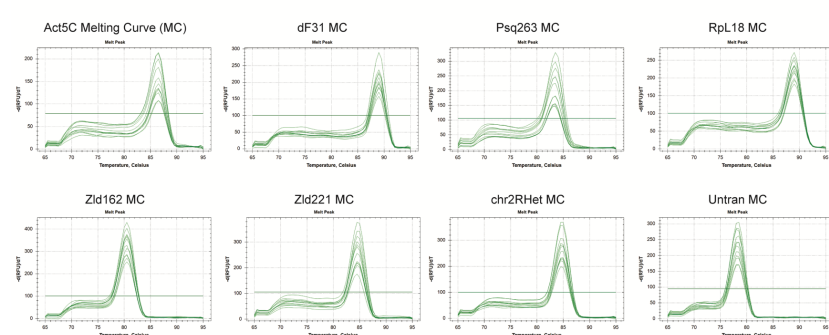

Supplemental Figure 2: Properties of R-loops in *Drosophila* (A) Pearson's correlation between ssDRIP-seq replicates at 1kb resolution. AM- Alex Munden, this study. (B) Correlation between ssDRIP-seq replicates at 1kb resolution between this study (AM - Alex Munden) or data obtained from Alecki et al. 2020 (CA)<sup>27</sup> (C) Correlation at 1kb resolution between ssDRIP-seq replicates specifically from S2 cells. AM – this study; CA – Alecki et al. 2020<sup>27</sup>; ABF – Bayona-Feliu et al., 2017<sup>74</sup>; and MC – Crossley et al., 2020)<sup>14</sup> (D) Screen shot of unstranded ssDRIP-seq or DRIP-seq data for the same data sets as in C. (E) Venn diagrams of overlap of stranded R-loops between S2 cells, 2-3 hour embryos, and 14-16 hour embryos. Sense R-loops on top, antisense R-loops on bottom. (F) DRIP-qPCR validation of several R-loop positive and negative loci in S2 cells. (G) Melting curves for the qPCR products from the reactions in F.

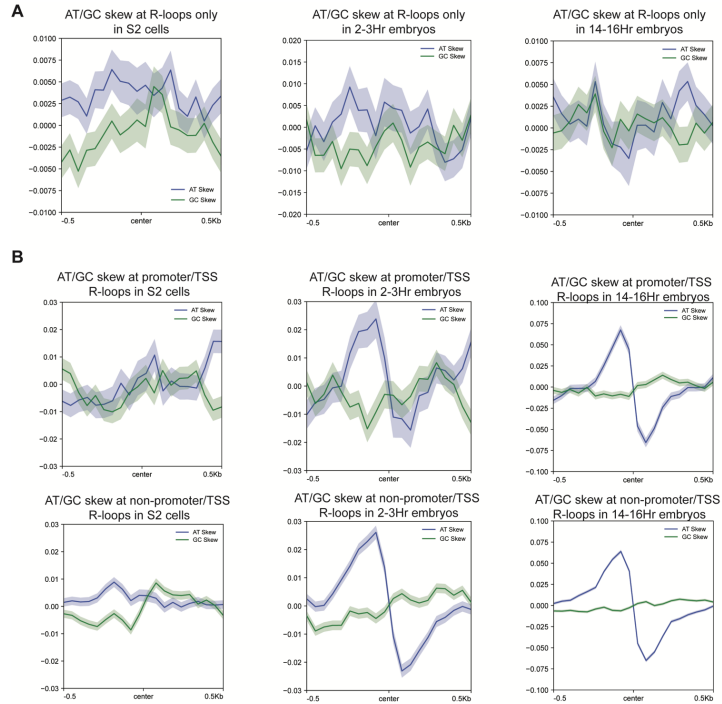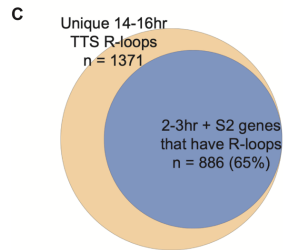

**D**

| Rank | Motif         | P-value | log P-value | % of Targets | % of Background | STD/Bg (STD)    | Best Match/Details                                                                                                                                  |
|------|---------------|---------|-------------|--------------|-----------------|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| 1    | AAAAAAAAAAAAA | 1e-1413 | -3.254e+03  | 21.44%       | 8.73%           | 48.4bp (78.7bp) | hb/dmmpmm(NoyesJly(0.794))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                             |
| 2    | GGACGAGGAGGA  | 1e-1352 | -3.114e+03  | 31.82%       | 18.65%          | 51.4bp (70.0bp) | Trl/dmmpmm(DownJly(0.559))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                             |
| 3    | GGGGGAG       | 1e-149  | -3.432e+02  | 42.12%       | 36.14%          | 56.1bp (64.8bp) | Trl(Zf)/S2-GAGAFactor -ChIP-Seq(GSE40646)/Homer(0.647)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a> |
| 4    | CCCCTTCC      | 1e-127  | -2.947e+02  | 27.92%       | 23.00%          | 55.2bp (68.4bp) | Kr/dmmpmm(NoyesJly(0.718))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                             |
| 5    | AACAACAACA    | 1e-106  | -2.457e+02  | 14.88%       | 11.43%          | 56.1bp (66.6bp) | Aef1/dmmpmm(PollardJly(0.864))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                         |
| 6    | GAGACAGA      | 1e-104  | -2.398e+02  | 40.18%       | 35.22%          | 56.3bp (67.1bp) | Trl/MA0205.2/Jaspar(0.781)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                             |
| 7    | ATCATCATCA    | 1e-53   | -1.239e+02  | 7.78%        | 5.96%           | 56.7bp (57.1bp) | rtk/MA0460.1/Jaspar(0.615)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                             |
| 8    | ACCACATAATGA  | 1e-52   | -1.201e+02  | 0.13%        | 0.01%           | 58.2bp (42.2bp) | Btr/dmmpmm(Noyes_HdJly(0.690))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                         |
| 9    | GATTGGAGCTAA  | 1e-38   | -8.804e+01  | 0.08%        | 0.00%           | 53.6bp (31.1bp) | POL013.1_MED-1/Jaspar(0.622)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                           |
| 10   | AAGTTTCAGAAAT | 1e-37   | -8.600e+01  | 0.12%        | 0.01%           | 55.1bp (27.4bp) | ct/MA0218.1/Jaspar(0.627)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                              |
| 11   | GTAGTCCCAGGC  | 1e-36   | -8.456e+01  | 0.07%        | 0.00%           | 51.8bp (18.8bp) | dl-B/dmmpmm(BegmanJly(0.559))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                          |
| 12   | AGCATGTTATGS  | 1e-36   | -8.456e+01  | 0.07%        | 0.00%           | 53.5bp (38.4bp) | ara/dmmpmm(Noyes_HdJly(0.712))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                         |
| 13   | AAGTTGGGTGGC  | 1e-34   | -7.985e+01  | 0.09%        | 0.01%           | 52.3bp (18.5bp) | Hr46/dmmpmm(PollardJly(0.574))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                         |
| 14   | TGTGTCATGT    | 1e-34   | -7.935e+01  | 2.89%        | 2.02%           | 56.0bp (60.3bp) | h/dmmpmm(NoyesJly(0.670))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                              |
| 15   | CAGTGAACCT    | 1e-33   | -7.768e+01  | 0.07%        | 0.00%           | 56.8bp (15.9bp) | eyg/dmmpmm(BegmanJly(0.689))<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                           |
| 16   | AGCGTTGECTCA  | 1e-30   | -7.018e+01  | 0.09%        | 0.01%           | 55.7bp (14.8bp) | POL010.1_DCE_S_III/Jaspar(0.589)<br><a href="#">More Information</a>   <a href="#">Similar Motifs</a>   <a href="#">Found</a>                       |

Supplemental Figure 3: Sequence properties of R-loops in *Drosophila* (A) Metaplots of AT and GC skew at developmental-specific sites of R-loop formation (note the difference in scale for each window). Shaded regions represent the standard error of the mean. (B) Metaplots of AT and GC skew at promoter TSS sites and all other R-loops for each cell type. (C) Measurement of the R-loops found only at the TTS/3' UTR in the 14-16hr embryos and whether those genes have R-loops elsewhere in the gene in S2 and 2-3hr embryos. (D) The top 16 results from the HOMER motif analysis. Only P-values less than  $1e-100$  should be considered as potential motifs.

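For this comparison, genes with a peak of 14–16 h embryos within 500 bp of the TTS on the strand of the gene, and no such peak of S2 cells or 2–3 h embryos there, were taken. Only genes that reach beyond that zone were counted. Of the 1665 genes with a peak of 14–16 h embryos in that zone, 758 met these conditions. An R-loop elsewhere in the gene was present in S2 cells or 2–3 h embryos for 291 of them, or 38.4% (95% interval 35.0 to 41.9). S2 cells accounted for 228 of these genes and 2–3 h embryos for 247, with some in both. Random lists with the same gene lengths had a mean of 41.6%, and the 758 genes lay at percentile 0.61 of 10000 such lists. The 758 genes were chosen for lacking peaks of S2 cells and 2–3 h embryos at the TTS, and the random lists were not. That choice can lower the share by itself, so the percentile cannot tell whether these genes differ from others. Without matching on gene length, the random mean was 32.2%, below the observed share.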

# Chromatin associated factors differentially associate with R-loops

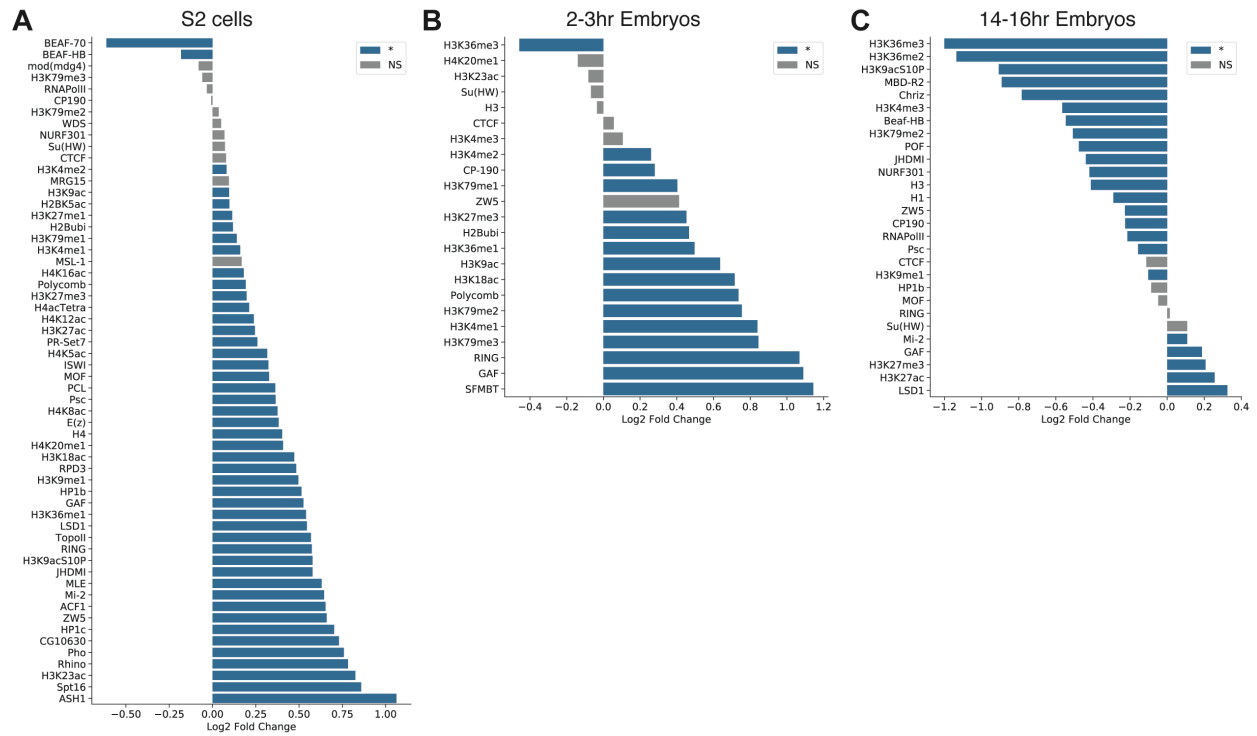

Supplemental Figure 4: Expanded chromatin associated factors associated with R-loops for every cell type. (A) Markers positively and negatively associated with R-loops in S2 cells. \* < 0.05 with Bonferroni correction for multiple testing. (B) Same as A, except for 2-3 hour embryos. (C) Same as A, except for 14-16 hour embryos.

How the deposited data were processed for this re-analysis (not part of the article)

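ssDRIP-seq of S2 cells and of embryos of 2–3 h and 14–16 h was analysed, with 2 ssDRIP replicates, 2 inputs and 1 RNase H1-treated sample per sample type. The authors trimmed 10 bp from reads, aligned them with bowtie2 to dm6, marked duplicates, separated strands and called peaks with MACS2 on both replicates together. The Methods name the RNase H1-treated sample as control, and the Results describe overlapping peaks from the input and from the RNase H1 control. Each list gives chromosome, start, end, length and strand of a peak, in bp, without score or height. Lengths equal end minus start in the lists as written, and positions were converted to counting from 1. The replicates are pooled, so no replicate enters separately, the depth per sample is unknown, and no interval for depth is given.

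Genes and transcripts came from the RefSeq annotation of FlyBase release 6.54. Random placement kept length and strand of every peak on the 7 sequences that carry peaks and avoided unknown bases, with 1000 placements per test. Random gene lists, 10000 per test, matched size and gene-length deciles. Tests were two-sided at a threshold of 0.05, and p-values were adjusted by Benjamini-Hochberg within each family. Of 103 tests, 77 had p under the threshold and 76 an adjusted p under it. Shares carry 95% Wilson intervals, which cover counting error only. Coverage was averaged over the 7789 genes of at least 2 kb. Skew was averaged over 50 bp windows within 200 bp of each centre. Intervals of the sense to antisense ratio over gene bodies come from 1000 resamples of the genes.

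The genes named were those of Figure 2B and 2C, those of the DRIP-qPCR primers, the gene at the widest peak of each list and the gene with the most peaks on its strand. These genes, the comparisons with their tests and the alternatives were fixed before the data were examined, except the alternative without peaks that overlap a peak on the other strand by 50% reciprocally, the sense to antisense ratio over gene bodies, and the tests of explanations given in the closing section. The alternatives changed the strand rule, the overlap, the gene set, the zones, the windows, the random placement, the sequences and the peaks, of which those wider than the median width of their list stood in for a stricter threshold. The programs were tested on simulated data in 10 checks, of which 10 passed. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

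Slot blots, hatch rates, replicate correlations, chromatin marks, GRO-seq, expression and gene ontology were not analysed here. Primer pairs were matched exactly to the genome. The motif matrices were not used, and tracts were defined by sequence.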

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

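The tests of the copy number of X were chosen only after the result had been seen, as was the use of placement within the same chromosome, itself a setting fixed in advance, to explain the unannotated shares. The tests matched on GC content or on tracts were chosen after the shares of peaks had been seen, but before their own values were. Peaks are not replicates, so each comparison below is between lists and not between cultures or collections of embryos, and the sequencing depth behind the lists is unknown.

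Unannotated peaks lay above random placement in S2 cells (30.4%) and below it in 14–16 h embryos (27.2%). The lists differed by 3.15 percentage points (permutation of the labels of the peaks, p = 0.001, the smallest that 1000 permutations can give). In S2 cells, random placement within the same chromosome gave 27.9% and random regions matched on GC content gave 28.3%, so neither the spread of peaks over chromosomes nor GC content accounts for the excess. The excess depends on the overlap that counts, since with the peak centre required inside the transcript the share was 31.8% against 31.6% at random (permutation test, p = 0.335). In 14–16 h embryos, placement within the same chromosome gave 27.7% and the difference was no longer past the threshold (permutation test, p = 0.0699), so the share of peaks on each chromosome may account for the deficit. GC content argues the other way there, since matched regions gave 31.1%. In 2–3 h embryos the share, 28.2%, did not differ from unmatched placement, but lay below the 29.1% of matched regions (permutation test, p = 0.002). A difference between the cell line and the embryos stays open and was not tested, as does a difference in depth.

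Peaks on X made up 10.5% of the list in S2 cells, 20.9% in 2–3 h embryos and 26.6% in 14–16 h embryos, where random placements gave 17.2%, 17.2% and 17.1%. The share was 10.3 percentage points higher in 2–3 h embryos than in S2 cells, and S2 cells minus 14–16 h embryos gave −16.04 percentage points (permutation of the labels, p = 0.001 for both). The lists lie on opposite sides of random placement in both comparisons. The density of peaks on X relative to the autosomes was 0.848 in exons, 1.29 in introns and 1.14 outside genes in 2–3 h embryos, and 1.59, 1.69 and 1.42 in 14–16 h embryos. It rose between these ages by a factor of 1.87 in exons (95% interval 1.56 to 2.24), 1.31 in introns (1.24 to 1.38) and 1.25 outside genes (1.15 to 1.36). If the number of called peaks scaled with copy number, a change in the copy number of X would move the classes by the same factor. The factors argue against such a scaled change as the whole cause of the rise, and a part common to the classes stays open. Called peaks need not scale with copy number, so the factors cannot exclude it in general. Random regions matched on GC content put 16.7% of the 14–16 h peaks on X. Random regions with the same share of polyadenine tracts put 24.8% there (SD 0.577 over 100 placements), against 22.3% for 2–3 h embryos and 19.3% for S2 cells, so tracts may account for much of the share in 14–16 h embryos but not for all of it. In S2 cells the density on X relative to the autosomes was 0.548 (0.528 to 0.569), with 0.445 in exons, 0.557 in introns and 0.514 outside genes. Relative to 2–3 h embryos these are factors of 0.525 (0.447 to 0.617), 0.431 (0.403 to 0.462) and 0.450 (0.407 to 0.498), whose intervals overlap. The low density in S2 cells is not confined to X, since arm 3L held 150 peaks per Mb against 301 on 2L, 239 on 2R and 248 on 3R, with 127 on X and 50.4 on chromosome 4. In 2–3 h embryos, 3L held 167 per Mb, above 2L, 2R and 3R. A lower copy number of X in the cell line could give a low density in each class, and a change in R-loop formation cannot be told apart from it, because the control reads were not analysed here. A difference between the ages of the embryos stays open and was not tested.

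The Y chromosome held 118 peaks in S2 cells, 372 in 2–3 h embryos and 239 in 14–16 h embryos. The paper reports no result for peaks on Y, and its Methods name Y as left out of the normalization of the displayed reads. The Y peaks are 0.415%, 1.65% and 0.825% of the lists, and 5, 16 and 5 Y genes had a peak on their strand. In S2 cells, 96.0% of the 31-mers of Y peaks occur more than once in the genome, against 80.5% for random placements on Y, and in 2–3 h embryos 87.9% against 79.8% (permutation test, p = 0.001 for both). This is consistent with reads shared between repeated sequences. In 14–16 h embryos the values were 83.3% and 79.7%, where random placements had an SD of 2.11. This excess was not past the threshold (permutation test, p = 0.0859), so reads shared between repeats cannot be told apart from signal of Y itself. Among the peaks on the other chromosomes, 19.1%, 19.1% and 9.8% of the 31-mers occur more than once, in the same order of sample types. No biological explanation was tested, since the sex of the embryos and of the cell line does not enter the samples.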

How the results depend on the processing

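The alternative without peaks that overlap a peak on the other strand by 50% reciprocally was chosen after the lists had been seen and is the only such alternative. The 125 results were recomputed 641 times in all. Of these values, 499 kept their direction and their side of the threshold of 0.05, or stayed within their interval. For counts, which have no interval, the limit was a factor of 1.5. The direction changed in 45 values, 22 no longer passed the threshold, 32 newly passed it, and 43 values without a test moved beyond their interval or that factor. In the shares of peaks common to a pair of sample types and in the polyadenine and polypurine tracts, the 15 and 40 recomputed values kept direction and threshold. Of all recomputed values, 57 could not change, since the alternative leaves that value as it was by construction, and they say nothing about stability. Without these, 443 of 584 values kept direction and threshold or stayed within their interval or that factor. Directions are relative to random placements or random gene lists. The cause was not tested for any change listed here, except where the construction of the alternative shows it.

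Among peaks wider than the median width of their list, the direction against random changed for peak centres in introns or exons in S2 cells (59.3%) and 14–16 h embryos (60.0%), sense coverage at the gene body in 2–3 h embryos (2.59%), AT skew step, peaks specific to 2–3 h embryos (−0.0121) and AT skew step, promoter and TSS peaks of 2–3 h embryos (−0.00321). The direction also changed for GC skew at the TSS of R-loop forming genes (−0.00186). No longer past the threshold were sense peaks in S2 cells (40.0%), antisense peaks in 14–16 h embryos (32.5%), the share of genes with a TTS peak in 14–16 h embryos alone that had an R-loop elsewhere (34.3%) and segmentation transcription factor genes with an R-loop in 2–3 h embryos (30.8%). The threshold was lost by histone genes with an R-loop in 14–16 h embryos (8.70%). Newly past the threshold were unannotated peaks in 2–3 h embryos (27.2%), peak centres in introns or exons in 2–3 h embryos (60.6%), sense coverage at the TTS in 14–16 h embryos (2.78%) and GC skew at the TTS of R-loop forming genes (0.000773). Values without a test moved for median peak width in S2 cells (565 bp), 2–3 h embryos (528 bp) and 14–16 h embryos (497 bp), share of regions common to all 3 sample types (8.46%), share of regions in 2 sample types (24.8%) and share of regions in 1 sample type (66.7%). Moved as well were number of regions (27975), share of sense regions common to all 3 sample types (8.47%), share of sense regions in 1 sample type (64.3%) and share of antisense regions common to all 3 sample types (8.58%). A move beyond the interval was seen for share of antisense regions in 1 sample type (67.5%). Counts moved by more than a factor of 1.5 for number of regions (27975) and genes with a TTS peak in 14–16 h embryos alone (432). The same held for R-loop forming genes in S2 cells (2945), 2–3 h embryos (2713) and 14–16 h embryos (2557). Leaving out the narrower peaks raises the median width by construction and can only lower the numbers of R-loop forming genes. The direction of these moves was therefore fixed, although they stay among the 584 recomputed values.

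With the peak centre required inside the transcript, the threshold was no longer passed by unannotated peaks in S2 cells (31.8%) and antisense peaks in 14–16 h embryos (31.9%). The threshold was gained by unannotated peaks in 2–3 h embryos (29.9%).

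With transcripts on the strand of the peak only, the direction against random changed for peak centres in exons in S2 cells (10.2%) and peak centres in introns in S2 cells (22.4%). P fell below the threshold for peak centres in introns or exons in S2 cells (32.6%) and 2–3 h embryos (33.2%).

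With random placement within the same chromosome, the direction against random changed for peak centres in introns or exons in S2 cells (60.0%) and 2–3 h embryos (59.8%). P rose above the threshold for unannotated peaks in 14–16 h embryos (27.2%). Newly past the threshold were sense coverage at the gene body in S2 cells (4.98%), AT skew step, other peaks of S2 cells (0.00252) and peak centres in introns or exons in 14–16 h embryos (59.3%).

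On chromosome arms 2L, 2R, 3L, 3R, 4 and X only, the direction against random changed for peak centres in introns or exons in S2 cells (60.2%). The threshold was gained by peak centres in introns or exons in 14–16 h embryos (59.6%). Values without a test moved for share of the genome in peaks in S2 cells (10.8%), 2–3 h embryos (7.80%) and 14–16 h embryos (9.43%).

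Without peaks that overlap a peak on the other strand by 50% reciprocally, the direction against random changed for sense coverage at the gene body in S2 cells (4.61%) and 2–3 h embryos (3.36%), sense coverage at the TSS in 14–16 h embryos (2.48%) and sense coverage at the TTS in 14–16 h embryos (2.59%). No longer past the threshold were sense coverage at the TSS in S2 cells (4.26%), sense coverage at the TTS in 2–3 h embryos (3.10%) and GC skew step in 14–16 h embryos (−0.00237). P fell below the threshold for peak centres in introns or exons in S2 cells (60.6%), 2–3 h embryos (60.4%) and 14–16 h embryos (58.2%), unannotated peaks in 2–3 h embryos (27.3%) and sense coverage at the TSS in 2–3 h embryos (3.67%).

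With all transcripts counted, the direction against random changed for sense coverage at the TSS in S2 cells (5.27%) and 14–16 h embryos (5.11%), sense coverage at the gene body in 2–3 h embryos (3.92%) and sense coverage at the TTS in 2–3 h embryos (4.87%) and 14–16 h embryos (6.55%). Newly past the threshold were sense coverage at the TSS in 2–3 h embryos (4.85%).

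For genes with no other gene within 1 kb, the direction against random changed for sense coverage at the TSS in S2 cells (6.49%) and 14–16 h embryos (5.68%) and sense coverage at the TTS in 2–3 h embryos (4.83%) and 14–16 h embryos (5.91%). The threshold was lost by sense coverage at the TTS in S2 cells (4.55%), antisense coverage at the TSS in 2–3 h embryos (3.28%) and 14–16 h embryos (4.11%) and antisense coverage at the TTS in 14–16 h embryos (4.06%). The threshold was gained by sense coverage at the TSS in 2–3 h embryos (5.59%).

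With 100 bp on each side of the centre, the direction against random changed for AT skew step in S2 cells (−0.00101) and AT skew step, other peaks of S2 cells (−0.000765). P fell below the threshold for AT skew step, peaks specific to S2 cells (−0.00644).

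With all bases of each side pooled per peak, the direction against random changed for AT skew step, promoter and TSS peaks of S2 cells (0.000707). Newly past the threshold were AT skew step in S2 cells (0.00298) and AT skew step, other peaks of S2 cells (0.00318).

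With coverage zones of 250 bp, the direction against random changed for sense coverage at the TSS in 2–3 h embryos (3.75%) and sense coverage at the TTS in 14–16 h embryos (5.15%). P rose above the threshold for sense coverage at the TTS in 2–3 h embryos (3.56%).

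For protein-coding genes only, the direction against random changed for AT skew at the TSS of R-loop forming genes (0.000270) and GC skew at the TSS of R-loop forming genes (−0.00363). No longer past the threshold were antisense peaks in 14–16 h embryos (32.1%).

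With overlapping peaks on the 2 strands merged, values without a test moved for share of the genome in peaks in S2 cells (9.43%), 2–3 h embryos (6.95%) and 14–16 h embryos (6.96%).

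Over the length without unknown bases, values without a test moved for share of the genome in peaks in S2 cells (10.6%), 2–3 h embryos (7.74%) and 14–16 h embryos (9.29%).

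With the strand ignored, values without a test moved for share of regions common to all 3 sample types (16.4%), share of regions in 2 sample types (29.4%) and share of regions in 1 sample type (54.2%).

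With peaks counted from each sample type's own list, values without a test moved for share of regions common to all 3 sample types (25.1%), share of regions in 2 sample types (35.8%), share of regions in 1 sample type (39.1%) and number of regions (80006). Beyond their interval moved share of sense regions common to all 3 sample types (24.6%), share of sense regions in 1 sample type (36.9%), share of antisense regions common to all 3 sample types (25.3%) and share of antisense regions in 1 sample type (40.4%).

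With 50% reciprocal overlap, values without a test moved for share of regions common to all 3 sample types (8.61%), share of regions in 2 sample types (22.1%), share of regions in 1 sample type (69.3%) and share of sense regions common to all 3 sample types (8.60%). A move beyond the interval was seen for share of sense regions in 1 sample type (67.5%), share of antisense regions common to all 3 sample types (8.55%) and share of antisense regions in 1 sample type (70.2%).

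With a TTS zone of 250 bp, the threshold was no longer passed by the share of genes with a TTS peak in 14–16 h embryos alone that had an R-loop elsewhere (41.3%).

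Without matching on gene length, the direction against random changed for the share of genes with a TTS peak in 14–16 h embryos alone that had an R-loop elsewhere (38.4%), GC content of R-loop forming genes, any sample (44.8%), GC skew at the TSS of R-loop forming genes (−0.00150) and GC skew at the TTS of R-loop forming genes (0.000265). A change of direction was found for GC content of R-loop forming genes in S2 cells (44.8%) and 2–3 h embryos (44.6%), ribosomal protein genes with an R-loop in S2 cells (18.5%) and 2–3 h embryos (15.2%), lncRNA genes with an R-loop in S2 cells (23.2%), 2–3 h embryos (16.7%) and 14–16 h embryos (19.1%) and tRNA genes with an R-loop in 14–16 h embryos (10%). The direction also changed for histone genes with an R-loop in 14–16 h embryos (16.5%). The threshold was lost by segmentation transcription factor genes with an R-loop in 14–16 h embryos (46.2%). The threshold was gained by Hox genes with an R-loop in S2 cells (100%), 2–3 h embryos (100%) and 14–16 h embryos (87.5%) and ribosomal protein genes with an R-loop in 14–16 h embryos (6.52%). R-loop forming genes had a median length of 4122 bp against 1240 bp for the other genes, so this alternative shifts the random lists toward shorter genes by construction.

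Read along the strand of the gene, the threshold was newly passed by AT skew at the TSS of R-loop forming genes (0.0809), GC skew at the TSS of R-loop forming genes (0.0219) and GC skew at the TTS of R-loop forming genes (−0.00121).

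With skew zones of 250 bp, the threshold was newly passed by AT skew at the TSS of R-loop forming genes (0.00345) and GC skew at the TTS of R-loop forming genes (0.00266).

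With peaks on either strand, the direction against random changed for Hox genes with an R-loop in 14–16 h embryos (87.5%). P rose above the threshold for segmentation transcription factor genes with an R-loop in 14–16 h embryos (46.2%) and tRNA genes with an R-loop in 2–3 h embryos (7.93%). P fell below the threshold for ribosomal protein genes with an R-loop in 2–3 h embryos (25%) and tRNA genes with an R-loop in 14–16 h embryos (16.2%).

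With a peak within 500 bp counted, values without a test moved for DRIP-qPCR sites in an S2 peak (4).

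The list of antisense peaks of 14–16 h embryos sits at the precision of the test. Removing peaks with a 90% reciprocal partner on the other strand removes 0 peaks, yet p went from 0.049 to 0.0669 with another draw of 1000 random placements (permutation test), with the share at 32.4% in both, so the call depends on the draw. The values that could not change are the skew steps read along the strand of the peak, exon and intron shares with flanks of 1 kb, and the shares and numbers of peaks after removal of those 0 peaks. They are also the combined share with introns before exons, unannotated peaks with antisense precedence, and numbers of genes without matching on length. The strand classes of regions have no value with the strand ignored.

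No paired analysis was possible because the lists pool the replicates of each sample type. For the same reason no replicate was left out. The lists give no height or score, so width stood in for a stricter threshold, and the depth behind each peak is unknown. The limits this sets are that a difference between lists cannot be told from a difference in depth, and that no value has a replicate error.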

Differences from the paper's values

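Among the settings below, the removal of peaks paired across the strands was chosen only after the result had been seen.

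Antisense peaks made up 30.1% of the list in S2 cells and 29.4% in 2–3 h embryos, where the paper's value is 15% for both. In 14–16 h embryos they made up 32.4%, and the paper's value is about 18% in Figure 2F, read by eye. None of the alternatives set before the data were examined closed these gaps, and neither did the removal of peaks paired across the strands, chosen after the values had been seen (30.2%, 29.4% and 31.1%).

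Of the genes with a TTS peak in 14–16 h embryos alone, 38.4% had an R-loop elsewhere in S2 cells or 2–3 h embryos. The paper's value is about 65% in Supplemental Figure 3C, read by eye, which counts R-loops. With peaks on either strand the share was 44.5%, within a factor of 1.5 of the paper's. The other alternatives, a zone of 250 bp (41.3%), no matching on gene length and wider peaks (34.3%), did not close the gap.

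R-loop forming genes numbered 4790 in S2 cells, against the paper's about 8500 in Figure 5B, and 4168 in 2–3 h embryos, against the paper's about 7400 in Figure 5D, both read by eye. With peaks on either strand the numbers were 5913 and 5094, within a factor of 1.5 of the paper's. The paper counts genes by R-loops on their own strand, so this setting is not its measure and does not account for the gap. Protein-coding genes only (4165 and 3682), wider peaks (2945 and 2713) and no matching on gene length did not close the gap.

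Of the sense regions, 13.1% were common to all 3 sample types, against the paper's about 20% in Supplemental Figure 2E, read by eye. With peaks counted from each sample type's own list the share was 24.6%, within a factor of 1.5 of the paper's. The same setting took other values beyond that factor. All regions common to the 3 went from 13.0% to 25.1% (the paper's value is 12.9%), regions in 1 sample type from 60.3% to 39.1% (the paper's 58.8%) and the number of regions from 51900 to 80006 (the paper's 51916). Antisense regions common to the 3 went from 13.0% to 25.3% (the paper's about 13% in Supplemental Figure 2E) and those in 1 sample type from 61.6% to 40.4% (the paper's about 61% in Supplemental Figure 2E), read by eye. Chromosome arms only (13.1%), wider peaks (8.47%) and 50% reciprocal overlap (8.6%) did not close the gap.

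The paper's numbers of peaks are 27646 in S2 cells and 29801 in 14–16 h embryos, and the lists hold 28464 and 28961, within a factor of 1.5. For 2–3 h embryos both are 22581. The paper places most R-loops of S2 cells and 2–3 h embryos in the sense direction, and the sense shares were 39.6% and 42.4%.

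The paper states a stronger negative GC skew at the TSS in R-loop forming genes. On the forward strand, where genes of the 2 strands can cancel, GC skew was −0.0015 in these and −0.00101 in the others, and lay at percentile 74.6 of length-matched lists. Read along the strand of the gene it was 0.0219 and −0.00192. The paper states that AT skew at the TSS passes from positive in genes without R-loops to negative in R-loop forming genes, and it was 0.00143 and 0.0026 on the forward strand. Along the strand of the gene it was 0.0402 and 0.0809. The paper states a positive AT skew at the TTS in both classes of genes. On the forward strand it was 0.00349 in R-loop forming genes and −0.000276 in the others, and along the strand of the gene it was positive in both, at 0.0357 and 0.00669.

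The paper states nearly the same GC content along genes with and without R-loops. Over whole genes it was 44.8% and 46.2%. With gene lengths matched, the random lists had 44.8%. Peaks specific to 14–16 h embryos had an AT skew step of 0.121, where Supplemental Figure 3A shows no such transition.

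Supplemental Figure 2F labels Act5C, Df31, Psq263, RpL18, Zld162 and Zld221 as positive sites of DRIP-qPCR, with the difference after RNase H marked as not significant for Psq263. Of these amplicons, Df31 and Psq263 overlapped an S2 peak, and with a peak within 500 bp counted the Act5C amplicon did as well, at 115 bp.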

Other observations

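The test of the sense to antisense ratio over gene bodies, and the comparison of unpaired peaks of 14–16 h embryos with those of 2–3 h embryos, were chosen only after the results had been seen. Peaks and genes are not replicates, and the tests describe these lists.

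In 14–16 h embryos, 58.8% of the peaks shared at least 1 base with a peak on the other strand, against 24.9% in S2 cells and 27.0% in 2–3 h embryos. Overlap by 50% reciprocally was found for 44.5%, 9.89% and 11.4% in the same order. Randomly placed peaks of 14–16 h embryos touched a peak on the other strand in 8.83% of cases, which argues against the number and widths of the peaks as the cause. Of the paired peaks, 3.69% had their centre in transcripts of both strands, which argues against transcription on both strands as annotated. Paired peaks were wider than unpaired ones, with medians of 443 bp and 351 bp. Strong signal of a strand carried over to the other could give this, and the reads of both strands, not analysed here, would be needed to tell it apart from hybrids on both strands. In these pairs, the position of the centre of the reverse-strand peak minus that of the forward-strand peak had a median of 56 bp in 14–16 h embryos, −10.5 bp in S2 cells and 26.5 bp in 2–3 h embryos.

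The ratio of peaks that overlap a transcript on their own strand to those that overlap one on the other strand was 1.09 in 14–16 h embryos, 1.16 in S2 cells and 1.24 in 2–3 h embryos. Among unpaired peaks of 14–16 h embryos it was 1.158 (95% interval 1.12 to 1.20). Among unpaired peaks of 2–3 h embryos it was 1.27 (1.23 to 1.31), which argues against the pairs as the whole cause of the gap between the ages. Among those of S2 cells it was 1.18 (1.15 to 1.22), and since these intervals overlap, the effect of the pairs cannot be told apart from a lower ratio in 14–16 h embryos. Over gene bodies, the ratio of sense to antisense coverage among unpaired peaks of 14–16 h embryos was 1.161 (1.09 to 1.24), below 1.74 (1.63 to 1.85) in S2 cells and 1.87 (1.74 to 2.0) in 2–3 h embryos among unpaired peaks, so the pairs are not the whole cause of the low ratio there. A difference between ages stays open and was not tested.

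The AT skew step of 14–16 h embryos, 0.106, was 0.100 among peaks without a partner and 0.136 among peaks without a polyadenine tract, both beyond the steps of the other lists. This argues against paired peaks and against the tracts as the whole cause. A difference between ages stays open here as well and was not tested.

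Peak centres in exons were fewer in 14–16 h embryos (3.63%) than in S2 cells and 2–3 h embryos. Random regions matched on GC content had 9.91% in exons, below the 17.3% of unmatched placements, so GC content could account for part of the low share but not for all of it. Among peaks without a partner the share was 3.89%, and among peaks outside X it was 3.75%, which argues against paired peaks and against the peaks on X as the cause.

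The 6 gene lists were fixed in advance, and their shares of genes with a peak on their strand were compared with length-matched lists, with p-values adjusted over the 18 tests. An R-loop lay in 8 of 8 Hox genes in S2 cells and in 2–3 h embryos and in 7 of 8 in 14–16 h embryos (adjusted p = 0.28, 0.28 and 1, permutation of gene lists). Of 13 segmentation transcription factor genes, 5, 7 and 6 had an R-loop (permutation of gene lists, adjusted p = 0.587, 0.022 and 0.022). Of 92 ribosomal protein genes, 17, 14 and 6 had one (permutation of gene lists, adjusted p = 0.703, 0.445 and 0.564). Of 1987 lncRNA genes, 460, 331 and 380 had one, above all 10000 random lists in each sample type. Of 290 tRNA genes, 5 and 4 had one in S2 cells and 2–3 h embryos, below all random lists, and 29 in 14–16 h embryos (percentile 84.3). Of 115 histone genes, 89 and 87 had one in S2 cells and 2–3 h embryos, above all random lists, and 19 in 14–16 h embryos (percentile 99.4). Without matching on gene length, the direction changed for lncRNA genes in each sample type, for ribosomal protein genes in S2 cells and 2–3 h embryos, and for tRNA and histone genes in 14–16 h embryos. Histone genes are repeated in the genome, and reads shared between copies were not tested. A peak that overlaps several genes counts for each of them, and the random lists do not keep neighbouring genes together. Where genes of a list are neighbours, the percentile can therefore overstate how far they differ.

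R-loop forming genes held a mean of 2.47 peaks on their strand in S2 cells, 2.42 in 2–3 h embryos and 3.17 in 14–16 h embryos, with a median of 1 in each. The most lay in Myo81F (Dmel_CG45784), on 3R from 567076 to 2532932, with 145, 187 and 159.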
